# Thiol trapping and metabolic redistribution of sulfur metabolites enable cells to overcome cysteine overload

**DOI:** 10.15698/mic2017.04.567

**Published:** 2017-03-27

**Authors:** Anup Arunrao Deshpande, Muskan Bhatia, Sunil Laxman, Anand Kumar Bachhawat

**Keywords:** cysteine, toxicity, thiol, polyamine, biosynthesis, Saccharomyces cerevisiae

## Abstract

Cysteine is an essential requirement in living organisms. However, due to its reactive thiol side chain, elevated levels of intracellular cysteine can be toxic and therefore need to be rapidly eliminated from the cellular milieu. In mammals and many other organisms, excess cysteine is believed to be primarily eliminated by the cysteine dioxygenase dependent oxidative degradation of cysteine, followed by the removal of the oxidative products. However, other mechanisms of tackling excess cysteine are also likely to exist, but have not thus far been explored. In this study, we use *Saccharomyces cerevisiae*, which naturally lacks a cysteine dioxygenase, to investigate mechanisms for tackling cysteine overload. Overexpressing the high affinity cysteine transporter, *YCT1*, enabled yeast cells to rapidly accumulate high levels of intracellular cysteine. Using targeted metabolite analysis, we observe that cysteine is initially rapidly interconverted to non-reactive cystine *in vivo*. A time course revealed that cells systematically convert excess cysteine to inert thiol forms; initially to cystine, and subsequently to cystathionine, S-Adenosyl-L-homocysteine (SAH) and S-Adenosyl L-methionine (SAM), in addition to eventually accumulating glutathione (GSH) and polyamines. Microarray based gene expression studies revealed the upregulation of arginine/ornithine biosynthesis a few hours after the cysteine overload, and suggest that the non-toxic, non-reactive thiol based metabolic products are eventually utilized for amino acid and polyamine biogenesis, thereby enabling cell growth. Thus, cells can handle potentially toxic amounts of cysteine by a combination of thiol trapping, metabolic redistribution to non-reactive thiols and subsequent consumption for anabolism.

## INTRODUCTION

Cysteine is essential for the survival of all cells, and is obtained either through *de novo *biosynthesis, or is transported into cells from the extracellular medium by amino acid transporters. In organisms such as bacteria, archaea, fungi and plants, cysteine biosynthesis occurs *de novo *from inorganic sulfate 1,2,3,4. In mammals, cysteine biosynthesis from inorganic sulfate is absent, but cysteine is synthesized from methionine via the trans-sulfuration pathway, and is also obtained directly from nutritional sources 5,6. Cysteine transporters have been described across phyla 7,8,9,10. Contrastingly, cystine transporters, though not as ubiquitous, are also prevalent in different organisms 11,12,13,14,15.

Due to its highly reactive thiol group, sudden, high concentrations of cysteine can be harmful to the cell. Indeed, cysteine toxicity has been reported in bacteria, yeasts and fungi 16,17,18. In mammals, high cysteine levels are extremely toxic especially in neuronal cells 19,20. Compared to other amino acids, the intracellular cysteine concentrations in the cell appear to be maintained at much lower levels at steady state 21, and may therefore be a limiting amino acid for many processes.

Cysteine homeostasis, therefore, is maintained through tight regulatory control of biosynthesis and transport in microbial cells 1,2,3,4. In mammalian cells, while the regulation of cysteine homeostasis is less studied, it is thought to be primarily maintained by the removal of excess cysteine through its degradation by cysteine dioxygenase 5. Cysteine dioxygenase converts cysteine to cysteine-sulfinate, which in turn is utilized for the generation of hypotaurine/taurine, sulfite, sulfate, pyruvate and H_2_S 5. In the pathogenic yeast *C. albicans*, cysteine dioxygenase (*CDG1*) can degrade excess cysteine, and the sulfite generated is effluxed out through the sulfite efflux pump, *SSU1 *18. However, despite the proposed central role of cysteine dioxygenase in cysteine homeostasis, a knockout of cysteine dioxygenase in mice surprisingly led to only a small increase in intracellular cysteine concentrations. Here, in the absence of cysteine dioxygenease, the non-oxidative desulfuration pathway was hypothesized to play a role in cysteine detoxification 22. Collectively, these data suggest the existence of other mechanisms to handle cysteine overload, which remain uninvestigated.

The budding yeast, *S. cerevisiae, *naturally lacks a cysteine dioxygenase and thus appears to be an excellent organism to evaluate alternate modes of handling cysteine overload. Prior studies of cysteine and homocysteine toxicity in *S. cerevisiae *showed that yeast experienced an ER stress due to high intracellular concentrations of cysteine or homocysteine 17. However, the mechanisms by which *S. cerevisiae *handled cysteine overload remain unknown. Furthermore, this and earlier models have required very high concentrations of extracellular cysteine in order to observe and investigate toxicity. This is partly because although *S. cerevisiae* has multiple transporters that can transport cysteine, these are all of low affinity and specificity. The primary high affinity cysteine transporter-*YCT1* is strongly repressed by cysteine in the medium 7. Moreover, high levels of these amino acids in the medium can interfere with transport of other amino acids and other aspects of metabolism, and so the effects seen may be non-specific. We have therefore engineered and utilized a simple system where the specific cysteine transporter, *YCT1*, is constitutively expressed under a strong promoter in order to generate high cysteine levels in the cell, while adding relatively lower levels of the amino acid in the medium. Furthermore, we also employed a similarly expressed high affinity cystine transporter (*CgCYN1*) 12. To understand cellular responses in yeast cells to high levels of intracellular cysteine we adopted a two-pronged approach. We used a targeted, quantitative metabolite analysis in cells exposed to cysteine/cystine at different time intervals where the metabolites in the sulfur assimilation and metabolic pathway were estimated. We combined this with genome-wide expression profiling of the cells exposed to high levels of either intracellular cysteine or cystine, to understand genetic responses in adaptation to cysteine overload. Our results show that cysteine and cystine can rapidly interconvert *in vivo*, and that a principal mechanism of removal of excess cysteine is through its conversion into more inert forms of thiols, effectively a form of ‘thiol trapping’. Subsequently, cells can utilize these less-reactive thiols for multiple biosynthetic processes. These results reveal general ways of handling excess cysteine in the cell, and an elegant orchestration of metabolic processes to safely sequester and utilize cysteine.

## RESULTS

### Overexpression of the cysteine or cystine transporters leads to hypersensitivity of *S. cerevisiae* to cysteine or cystine

To determine if the constitutively expressed high affinity cysteine transporter (*YCT1*) or the heterologous *C. glabrata *cystine transporter (*CgCYN1*) in *S. cerevisiae* conferred sensitivity to these amino acids at lower media concentrations, *S. cerevisiae* cells were transformed with *YCT1* or *CgCYN1,* expressed under the strong constitutive TEF promoter, and analyzed on minimal SD media with different concentrations of cysteine or cystine.

The growth comparisons done on plates with increasing concentrations of cysteine or cystine suggested that cysteine or cystine were not toxic to the yeasts up to 0.5 mM concentration. However, beginning at 0.5 mM, we observed retarded growth and increased toxicity both on plates and in liquid broth (Fig. 1). Thus, toxicity to cysteine was observed at substantially lower concentrations than previous report 17. We also confirmed these results in liquid broth with cysteine or cystine at concentrations of 0.5 and 1 mM (Fig. 1). These results suggest that these transporters allow the accumulation of these metabolites and thus did not require the high levels of cysteine in the medium to induce toxicity (as reported earlier) 17. We have used this concentration (0.5 mM) where toxicity becomes observable in our subsequent experiments.

**Figure 1:**
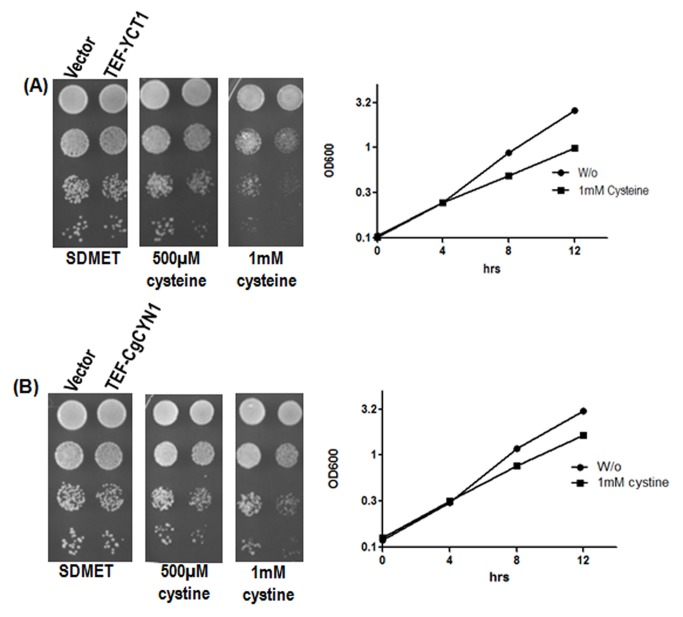
FIGURE 1: Effect of (A) cysteine and (B) cystine on *S. cerevisiae *cells expressing TEF-*YCT1* or TEF-*CgCYN1.* *S. cerevisiae* cysteine transporter *YCT1 *and *C. glabrata *cystine transporter *CgCYN1* expressed under TEF promoter and corresponding vector (p416TEF) were transformed into *S. cerevisiae *ABC 1738. Transformants were evaluated for growth and toxicity by serial dilution on minimal media containing different cysteine and cystine concentrations and growth curve analysis was carried in SD (synthetic defined) medium where 1 mM cysteine or cystine was added after 3 hrs of incubation at 30°C.

### Metabolite analysis reveals a rapid inter-conversion of cysteine to cystine during cysteine overload

To understand how cells deal with an acute, large influx of either cysteine or cystine, we directly estimated the relative amounts of different metabolites in the sulfur related pathways over time. Beginning with 2.5 min after addition of cysteine, metabolites were extracted at 15, 60 and 300 min time intervals, and analyzed by targeted, quantitative LC-MS/MS. For comparative purposes, we looked at each individual metabolite under these different conditions.

In the *YCT1* expressing cells exposed to cysteine (Fig. 2A), an immediate, dramatic increase in intracellular cysteine amounts is observed. However, the level of cysteine drops after the first hour. Since the normal concentrations of cysteine in yeast cells grown in SD medium are in the range of 0.1-0.4 µM 21 under conditions where excess cysteine is pumped into the cells, the intracellular concentrations achieved were in the range of 60-240 µM. The intracellular cysteine concentrations eventually returned to initial, basal levels of the untreated conditions. Interestingly, in these same cells, we also observed high amounts of intracellular cystine (Fig. 2A). Since *YCT1* is known not to transport cystine 7, these data suggest that the cysteine transported inside the cells is converted to cystine.

**Figure 2:**
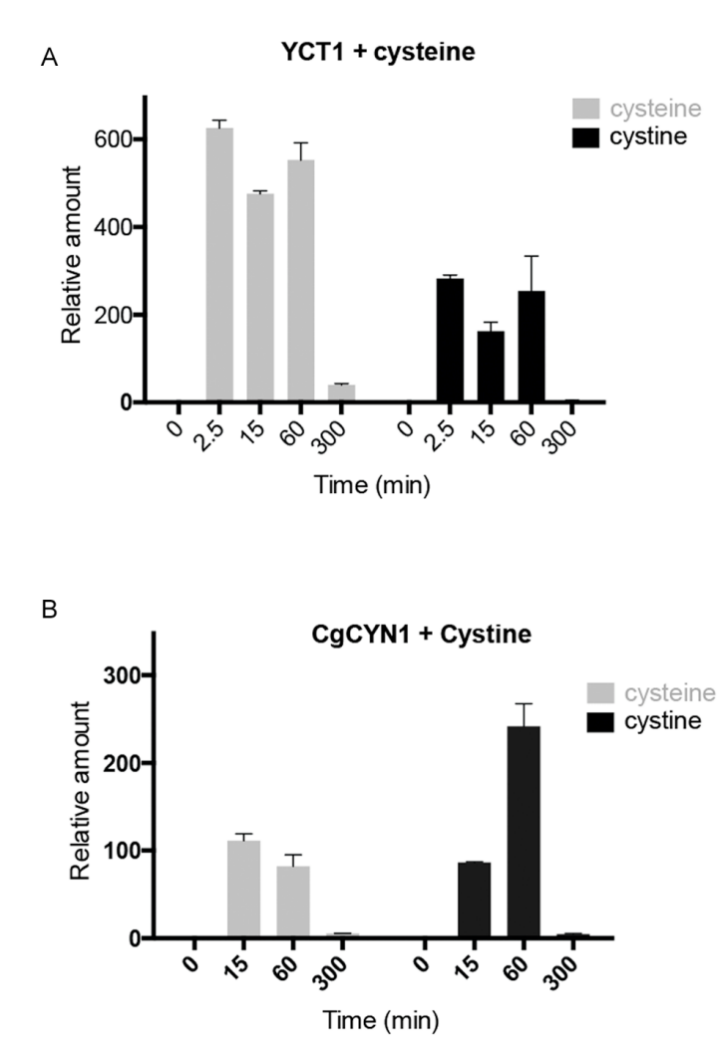
FIGURE 2: Relative intracellular amounts of cysteine and cystine as a function of time in cells overexpressing either cysteine transporter and challenged with cysteine or cystine transporter and challenged with cystine. **(A)** Relative levels of cysteine and cystine in *S. cerevisiae *cells expressing TEF-*YCT1* treated with 500 µM cysteine measured at different time points. **(B)** Relative levels of cysteine and cystine in *S. cerevisiae *cells expressing TEF-*CgCYN1* treated with 500 µM cystine measured at different time points.

*CgCYN1* expressing cells when exposed to cystine expectedly showed a large increase in cystine levels (Fig. 2B). This amount was maximal in 1 hour, but by 5 hours the levels of cystine reduced to basal levels. This suggests that although initially cystine accumulation occurs, cystine is removed and converted to other compounds. These same cells also showed a significant increase in cysteine amounts (Fig. 2B) suggesting that much of the cystine that was pumped inside was being converted to cysteine and potentially utilized.

### Estimation of absolute concentrations of cystine in minimal media grown yeast cells reveal that intracellular cystine is in the 50-100 nanomolar range

In minimal media (SD) grown cells the levels of cysteine have been estimated to be in the range of 100-400 nM 21. However, cystine levels have never been estimated. Since a ~200-fold increase in cystine was seen in some of the experiments we thought it was important to estimate intracellular cystine concentrations. We observed that the normal levels of cystine seen in a yeast cell grown in minimal media conditions was in the range of 50-100 nM, almost comparable to cysteine concentrations, and this increased up to ~10 µM concentration due to cysteine overload.

### Relative amounts of homocysteine, cystathionine, SAM and SAH show a delayed increase compared to cysteine

The sulfur assimilation and amino acid biosynthesis pathway is a highly interconnected pathway, with homocysteine as a key intermediate metabolite (Fig. 3A). We therefore measured other key metabolites in the sulfur amino acid pathway, starting with homocysteine, using a targeted, quantitative LC-MS/MS based approach, in cells overexpressing *YCT1 *and treated with a high dose (500 µM) of cysteine. We also used the same approach to measure these metabolites in cells overexpressing *CgCYN1* and treated with a high dose of cystine. Expectedly, there are substantial changes in the amounts of these metabolites, yet these metabolites show both distinct temporal profiles, as well as relative changes in their amounts (Fig. 3B). Importantly, the metabolites in the sulfur amino acid pathway increased in abundance over time in the order expected from their positions in the pathway (Figs. 3A and 3B), and the relative changes in amounts were entirely different for the different metabolites, ranging from several hundredfold for cysteine to much smaller changes for several other metabolites.

**Figure 3:**
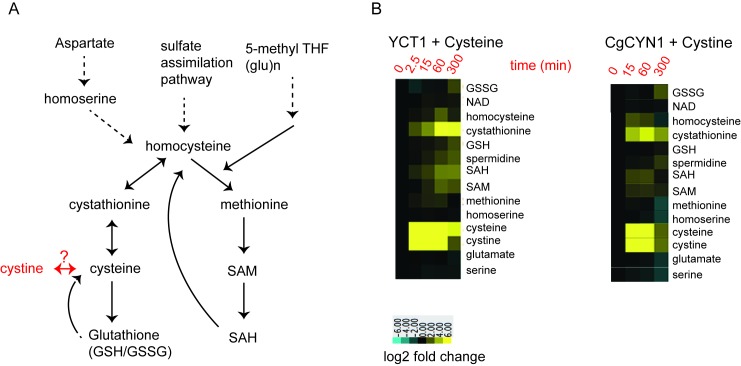
FIGURE 3. **(A)** A scheme of the sulfur amino acid metabolic pathway in yeast. **(B) **Heat maps illustrating a hierarchical clustering of changes in the indicated metabolites from cells expressing (i) TEF-*YCT1* treated with 500 µM cysteine and measured at 0, 2.5, 15, 60 and 300 min and (ii) TEF-*CgCYN1* treated with 500 µM cystine and measured at 0, 15, 60 and 300 min.

The intracellular amounts of homocysteine increased after cysteine treatment to ~5-fold above normal, after ~1 hour. Eventually, this decreases to ~2-fold above normal after 5 hours (Fig. 4). When we examined cystathionine under these conditions, we observed that cysteine exposure led to a 60-fold increase in cystathionine concentrations (Fig. 4). Furthermore, even after 5 hours, the levels of cystathionine remained significantly higher than the control cells.

**Figure 4:**
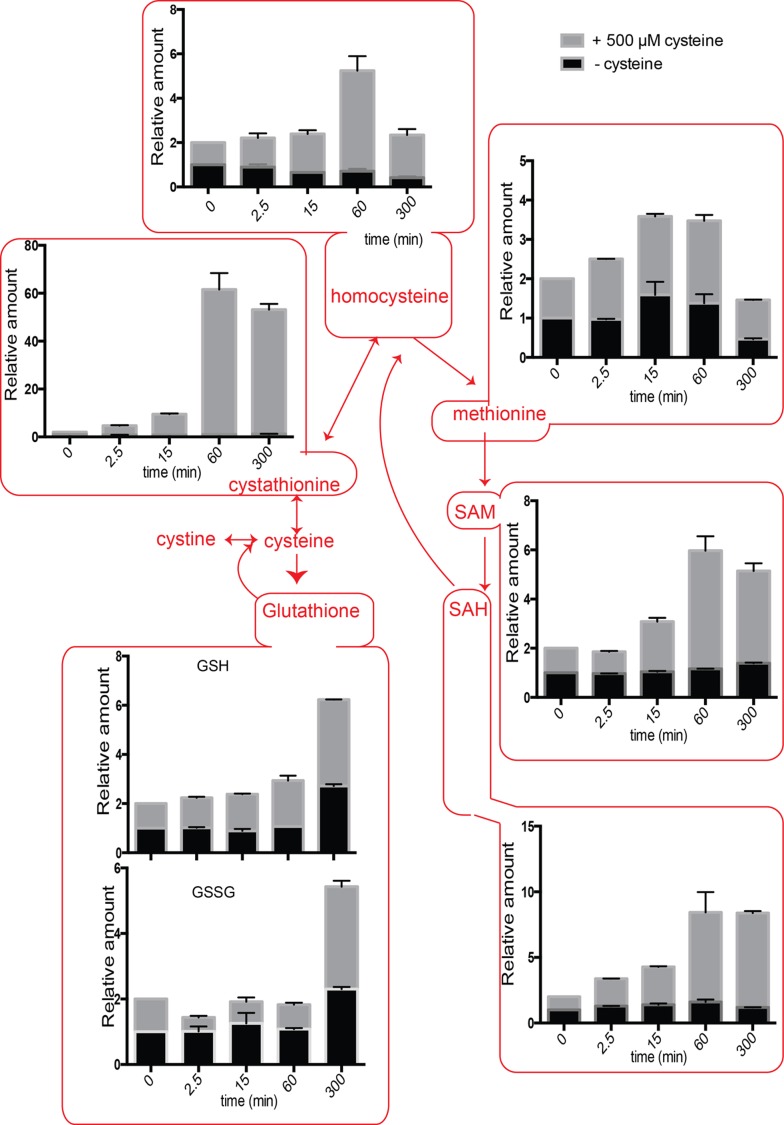
FIGURE 4. Positioned in the context of the sulfur amino acid pathway: Relative intracellular amounts of sulfur amino acid metabolites as a function of time in cells overexpressing the cysteine transporter *YCT1* and challenged with 500 µM cysteine.

SAM (S-Adenosyl L-methionine) levels also increased up to ~5-fold and remained high till ~5 hours (Fig. 4). Similarly, SAH (S-Adenosyl L-homocysteine) amounts increased up to 7-fold with maximum values achieved at ~5 hours (Fig. 4). Considering that the normal levels of SAM are in the 10-30 µM, and SAH are in the range of 100-400 µM in *S. cerevisiae *21, these fold increases are quite substantial. In contrast, when we examined the relative levels of methionine in the cells accumulating cysteine, we observed that it led to only a ~2-fold change in methionine levels (Fig. 4), that returned to normal levels in about 5 hours. Methionine levels are normally in the range of 30-60 µM, and thus not much of the excess thiol was trapped in methionine. Indeed, there are other studies as well where sulfur amino acid metabolism change also indicates that cells maintain methionine concentrations within a fairly stable steady state range 21,23.

Similar trends were observed when cystine was added to the cells expressing the *CgCYN1* transporter (Fig. 5), indicating an overall conserved metabolic output to acute addition of cysteine as well as cystine. However, the magnitude of increase in most metabolites was smaller. Interestingly, these data suggest how different metabolites in the sulfur amino acid pathways are maintained during basal homeostasis at entirely distinct concentration ranges, also reflecting why the relative change in amounts observed for each metabolite is likely to be entirely distinct, ranging from the ~100-fold changes for cysteine (normally maintained at very low absolute amounts) to single-fold changes for other metabolites present at much higher concentrations normally.

**Figure 5:**
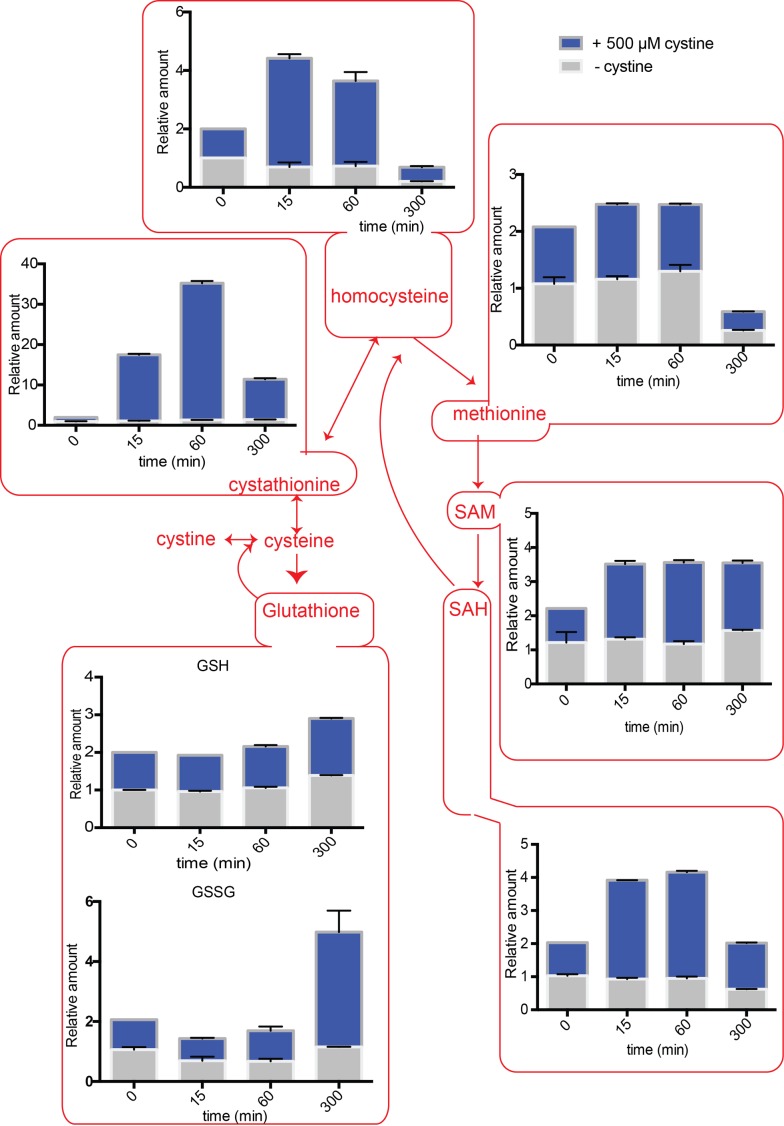
FIGURE 5. Positioned in the context of the sulfur amino acid pathway: Relative intracellular amounts of sulfur amino acid metabolites as a function of time in cells overexpressing the cystine transporter *CgCYN1* and challenged with 500 µM cystine.

### Relative amounts of the naturally abundant GSH increase gradually to 3-fold higher than normal

We also observed a delayed increase in metabolites that could be considered long-term storehouses for sulfur containing amino acids. The total amounts of both GSH (glutathione) and GSSG (oxidized glutathione) did not change immediately after cysteine or cystine addition, but with time, in both the cysteine and cystine treated cells, the GSH and GSSG levels increased (Figs. 4 and 5). Although the fold increase was only about 3-fold, considering that GSH is found at very high concentrations between 1-10 mM in the cell, these changes are substantial.

Collectively, it is notable that different metabolites in the sulfur amino acid pathway show entirely different changes in abundance, both temporally as well as in the magnitude of change in relative abundance. These data reveal a sequential conversion and utilization of metabolites, as well as specific metabolites within the pathway that are maintained at more or less constant levels, upon encountering high cysteine (or cystine) levels in cells.

### Genes up-regulated with TEF-YCT1 bearing cells exposed to cysteine

Our data revealed immediate, acute metabolic responses to cysteine overload, followed by a steady redistribution of the metabolites in the sulfur amino acid pathway. We therefore set out to understand global transcriptional changes in yeast to cysteine and cystine overload, to explain how cells eventually adapted to increased amounts of cysteine-derived metabolites. Using a genome-wide expression profiling approach, we identified genes that were differentially regulated in cells exposed to excess cysteine. For these experiments, *S. cerevisiae *cells bearing a deletion of *YCT1* and constitutively over-expressing the cysteine transporter (TEF-YCT1) were grown in minimal medium and treated with 0.5 mM cysteine for 5 hours, and subsequently processed as described in Materials and Methods.

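The deposited data comprise 8 one-color arrays on 1 slide, with 2 replicates for each of 4 conditions. These were TEF-YCT1 cells left untreated or given 500 µM cysteine, and TEF-CgCYN1 cells left untreated or given 500 µM cystine. The treated cells were harvested 5 h after the addition. All TEF-CgCYN1 samples lay in one row of the slide and all TEF-YCT1 samples in the other, so the position on the slide and the transporter cannot be told apart. The authors extracted spot signals, corrected for background, with the Feature Extraction software from images of a G2505C scanner at 5 µm per pixel. Materials and Methods name another scanner model, a finer pixel size and a later software version. For the values given here, each signal was put on the log2 scale, the 75th percentile of its array was subtracted, and the spots of a probe were averaged (2 per probe). The signal at that percentile ranged from 3342 to 4579 across the arrays. Of 6225 genes on the array, 5746 had a probe well above background on both arrays of at least 1 condition, and these were tested with limma over all 8 arrays. Between 90.0% and 94.0% of the spots on each array were well above background. Across genes, which are not independent replicates, the replicates of a condition gave Pearson's r from 0.989 to 0.994. The precision of every value is limited by the number of arrays. As a check of the plasmids, the YCT1 probe was compared between the transporters. It was saturated on all 4 TEF-YCT1 arrays, and its lowest level there exceeded the highest level on a TEF-CgCYN1 array by 6.51 log2 units. Where a gene was not well above background, or was saturated, on every array of a condition, its change is given as a bound. For such a bound, each dim array was given the higher of the gene's own signal and the lowest signal that passed as well above background on that array. The probes for LYS2, HMRA1 and IME4, chosen after their values were seen, were well above background on 4 of 4 TEF-CgCYN1 arrays and on 0 of 4 TEF-YCT1 arrays. Materials and Methods list a single MATα host with a deletion of LYS2 for both transporters.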

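Counted with the size threshold of the paper's methods, a log2 fold change of 2 in either direction and an unadjusted p of at most 0.05, the comparison of cysteine-treated with untreated TEF-YCT1 cells gave 54 genes higher and 33 genes lower, 87 in total. After Benjamini-Hochberg adjustment of limma's p, 53 of the 54 and 33 of the 33 passed 0.05. Of the 54 higher genes, 6 are known only as a bound because one of the conditions was outside the measurable range, and 2 of these exceed the threshold at the bound. Of the 33 lower genes, 2 are known only as a bound and 0 of these exceed it. Without a size threshold, 1411 of the 5746 genes passed an adjusted p of 0.05, with 789 higher and 622 lower, and 2174 passed an unadjusted p of 0.05. Among the alternatives, background correction by the normexp method moved the count most. It left 25 genes higher and 50 in total past the size threshold, and 661 genes past the adjusted p. With a few spots of extreme local background reset before that correction, chosen after seeing the data, these counts were 36, 55 and 1505.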

Interestingly, only a small subset of ~58 genes in a few functional clusters, was globally up or down regulated, revealing that a limited, highly specific response was sufficient for cells to adapt to cysteine overload (Table S2). To validate the microarray data a few of the upregulated genes in the TEF-YCT1 treated cells were also analyzed by qPCR (Figure S1). 

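A list of 74 genes for the biosynthesis of amino acids was drawn up from pathway knowledge to stand in for the gene ontology terms. It held 8 of the 54 genes that were higher with cysteine, where 0.695 were expected from its share of the genes tested (odds ratio 14.8, two-sided Fisher's exact test, p = 3.33e-07). The 8 genes were ARG3, ARG4, ARG5,6, ARG8, CPA1, LYS1, LYS20 and STR2. Without the arginine genes the list had 65 members, of which LYS1, LYS20 and STR2 were among the 54, against 0.611 expected (odds ratio 5.34, two-sided Fisher's exact test, p = 0.0227). The log2 fold change was 2.19 for LYS1 and 2.34 for LYS20. The odds ratio of the full list was highest with normexp background correction, at 32.7, and lowest without the first untreated TEF-YCT1 array, at 12.0. The median log2 fold change over the 74 genes was 0.64, with 60 of them higher, and limma's camera gave an adjusted p of 8.05e-11 over the 16 lists tested. Taken one by one, 45 genes were called higher and 9 lower at an adjusted p of 0.05 over all genes, or 46 and 9 adjusted over the list alone.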

Strikingly, a gene ontology mapping of these genes to biological process revealed a very strong overrepresentation in cellular amino acid metabolic processes (Fig. 6A). 

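All 10 genes of a list for arginine synthesis were higher in the cysteine-treated TEF-YCT1 cells, with log2 fold changes from 0.60 to 4.18 and a median of 2.13 (adjusted p = 1.40e-11 from limma's camera). ARG1 and ARG5,6 were saturated after treatment, so their changes enter the median as lower limits. Normexp background correction gave 2.01, and leaving out 1 array at a time gave 1.90 to 2.37. Of the 10 genes, 9 passed an adjusted p of 0.05 over all genes, and 10 did so adjusted over the list alone. CPA1 (YOR303W, chromosome XV of release R64, 882899 to 884134), for the small subunit of carbamoyl phosphate synthase, rose from −2.27 ± 0.06 (SD, n = 2) to 0.77 ± 0.25 (SD, n = 2). This was a log2 fold change of 3.04 (standard error 0.16, adjusted p = 1.04e-05). The log2 fold change was 1.69 for ARG7 and 1.54 for ARG2, with adjusted p of 8.56e-05 and 9.42e-05. ARG1 was saturated on the treated arrays and was at least 1.52-fold higher (adjusted p = 0.0898 for the fitted change).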

Particularly among this cluster, genes from the ornithine/arginine biosynthetic pathway were highly up-regulated (Fig. 6B). This included the ornithine carbamoyl transferase, acetyl ornithine transferase, acetyl glutamate kinase and N-acetyl-γ-glutamyl-phosphate reductase and arginine succinate lyase (*ARG3, ARG8, ARG5,6, *and *ARG4*) (Fig. 6B). Additionally, other genes related to arginine metabolism including the vacuolar cationic amino acid transporters that principally transport arginine, and the mitochondrial ornithine transporter that exports ornithine from the mitochondria to the cytoplasm (*RTC2* and *ORT1*) were also induced (Fig. 6B), all suggesting that the adaptation response to acute cysteine overload eventually induced the ornithine/arginine biosynthetic pathway, which is typically considered an anabolic pathway.

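The levels of these genes are given as log2 signal relative to the 75th percentile of the array, and their positions refer to release R64 of the genome as annotated in the authors' files. ARG3 (YJL088W, chromosome X, 268799 to 269815) rose from −2.61 ± 0.11 (SD, n = 2) in untreated cells to 1.57 ± 0.28 (SD, n = 2) with cysteine, a log2 fold change of 4.18 (standard error 0.16, adjusted p = 6.26e-06 from limma). ARG8 (YOL140W, chromosome XV, 58759 to 60030) rose from −1.30 ± 0.05 to 1.88 ± 0.12 (SD, n = 2 each), a log2 fold change of 3.18 (standard error 0.13). ARG5,6 (YER069W, chromosome V, 295410 to 298001) had spots at saturation after treatment, so its change is known only as at least 7.37-fold. ARG4 (YHR018C, chromosome VIII, 140011 to 141402) rose from 0.10 ± 0.26 to 2.17 ± 0.01 (SD, n = 2 each), a log2 fold change of 2.07 (adjusted p = 5.22e-05). Each of these differences was larger than the spread between replicates.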

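RTC2 (YBR147W, chromosome II, 536575 to 537465) rose from −4.02 ± 0.12 to −0.84 ± 0.18 (SD, n = 2 each) with cysteine, a log2 fold change of 3.18 (standard error 0.13, adjusted p = 6.26e-06 from limma). ORT1 (YOR130C, chromosome XV, 569929 to 570807) rose from −1.05 ± 0.40 to 1.15 ± 0.12 (SD, n = 2 each), a log2 fold change of 2.20 (standard error 0.19, adjusted p = 0.000129). From the induction of the biosynthetic genes together with these transporters, the paper proposes that adaptation to the overload eventually turned on the ornithine/arginine pathway.

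**Figure D1:**
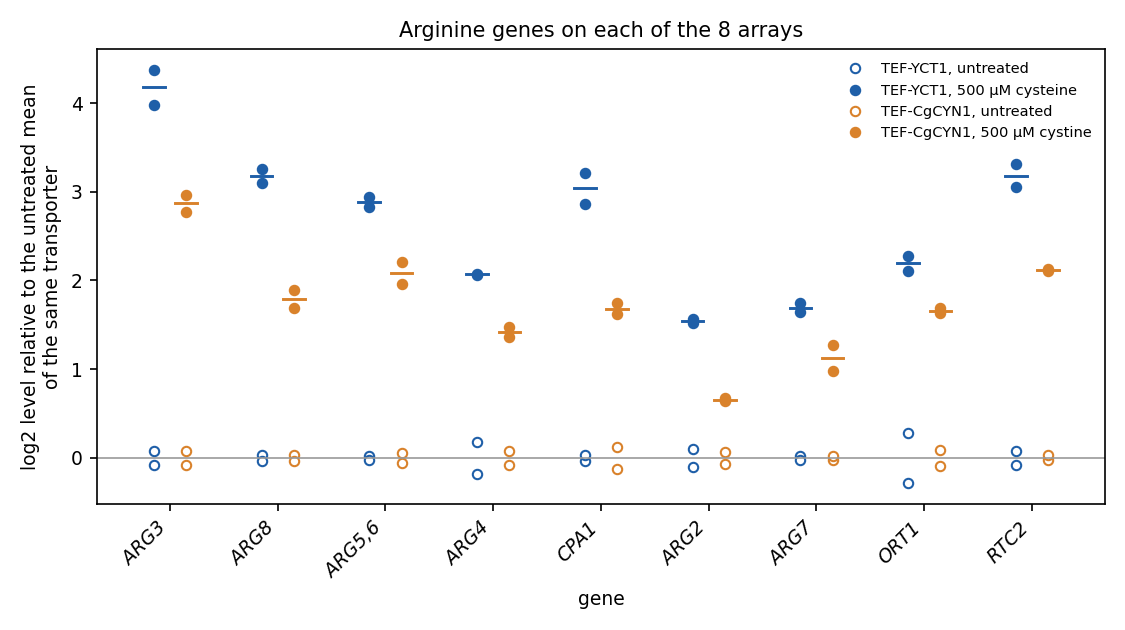
Log2 level of 9 arginine genes on each array, relative to the mean of the untreated arrays of the same transporter. Open circles are untreated arrays, filled circles treated arrays (blue, TEF-YCT1 with cysteine; orange, TEF-CgCYN1 with cystine; n = 2 per condition), and bars are treated means; ARG3 rose by 4.18 with cysteine, the most among the genes that were not saturated.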

**Figure 6:**
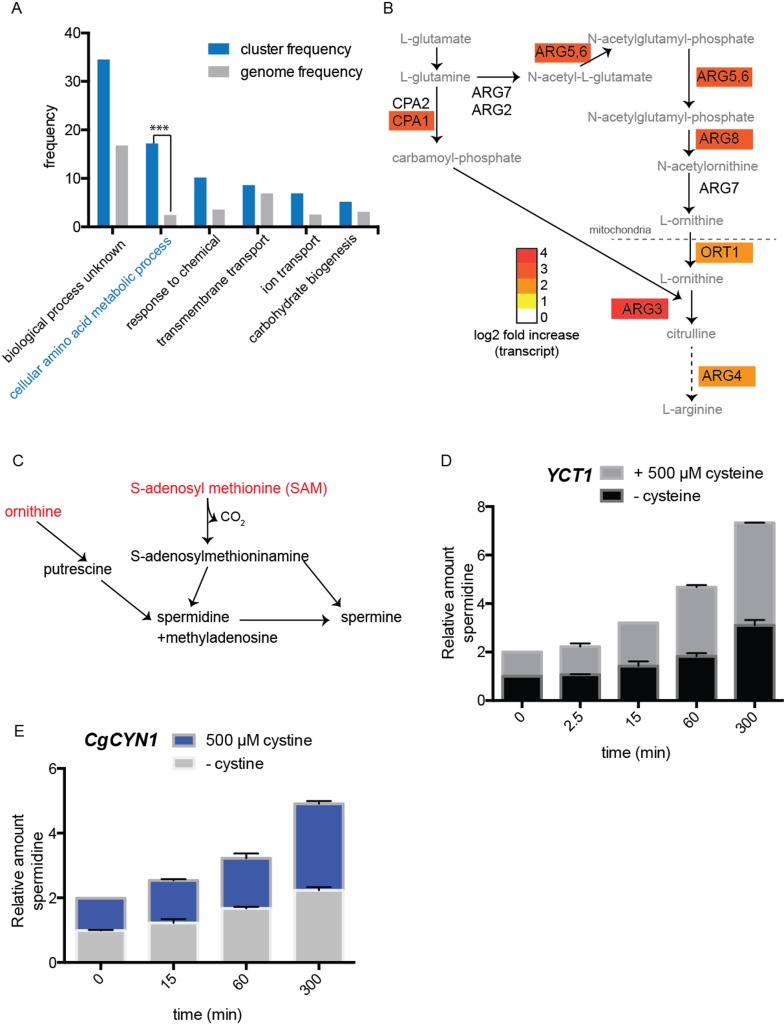
FIGURE 6. Gene expression changes due to cysteine or cystine addition to cells. **(A)** Gene ontology based analysis (by process), illustrating induced genes that are dramatically overrepresented (by process) upon cysteine addition. **(B)** A mapping of highly induced genes onto the ornithine/arginine biosynthesis pathway. The heat-map shows (log2) fold change in transcripts induced. **(C)** A schematic of the metabolic pathways used to make polyamines, spermidine and spermine, emphasizing the use of SAM (S-Adenosyl L-methionine) and ornithine in this process. **(D)** and **(E)** relative changes in spermidine amounts over time, upon the addition of cysteine (D) or cystine (E) to cells expressing *YCT1* or *CgCYN1* respectively.

This was surprising, but suggested a possibility that would metabolically make sense. A major consumer of the high amounts of SAM made during the redistribution of cysteine to other metabolites in the sulfur amino acid pathway (Figs. 3, 4, and 5) could be the polyamine pathway (Fig. 6C). Spermidine and spermine are two abundant, major metabolites that consume substantial amounts of SAM (Fig. 6C). Importantly, this also requires ornithine (from the ornithine/arginine pathway, Fig. 6B). We therefore tested this hypothesis by directly measuring spermidine produced over time, post cysteine and cystine treatment. Spermidine showed a substantial increase in concentrations in the cysteine treated cells (Fig. 6D). Approximately 4-fold increase could be seen at the end of 5 hours. Considering the high levels of spermidine in the cell (2mM) 24, this signifies a very large increase in the absolute amounts of polyamines. Thus, it appears that one major destination (in addition to GSH) of the high amounts of cysteine are the polyamines, which would also require a simultaneous increase in the synthesis of ornithine as well as arginine, and together these might serve as anabolic molecules for subsequent growth.

Additionally, genes involved in iron and/or siderophore acquisition such as *FMP23*, *TIS11*, *FIT2*, *SIT1* and *ARN1* were found to be upregulated (Table S2). 

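FMP23 (YBR047W, chromosome II, 331833 to 332360) was not above background in untreated TEF-YCT1 cells and was at least 9.81-fold higher with cysteine. TIS11 (YLR136C, chromosome XII, 415801 to 416658) rose from −4.39 ± 0.17 to −0.57 ± 0.43 (SD, n = 2 each), a log2 fold change of 3.83 (standard error 0.23, adjusted p = 2.55e-05 from limma). FIT2 was measured on 1 of the 2 untreated arrays and had a fitted log2 fold change of 2.96 (adjusted p = 9.94e-05). SIT1 rose from −1.78 ± 0.32 to 0.64 ± 0.11 (SD, n = 2 each), a log2 fold change of 2.42 (adjusted p = 5.22e-05), and ARN1 had a log2 fold change of 2.19 (adjusted p = 3.29e-05). Under normexp background correction the changes of the dim genes FMP23 and FIT2 fell to 0.52 and 0.28 on the log2 scale, with adjusted p of 0.668 and 0.831. Over the other alternatives their adjusted p ranged from 3.11e-06 to 0.00519 and from 4.73e-05 to 0.0143. These include normexp with spots of extreme local background reset, where both genes passed. In a list of 25 iron-responsive genes of which 23 were tested, 22 were higher with cysteine and the median log2 fold change was 1.58 (adjusted p = 3.70e-15 from camera). Of the 23 genes, 20 passed an adjusted p of 0.05 over all genes and 20 adjusted over the list alone.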

Relatedly, the enzyme trans-aconitate methyltransferase (*TMT1*) of the leucine biosynthetic pathway was also significantly upregulated, and this is known to be highly induced during iron limitation 25. 

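TMT1 (YER175C, chromosome V, 539464 to 540363) rose from −3.19 ± 0.05 to 0.05 ± 0.04 (SD, n = 2 each) with cysteine, a log2 fold change of 3.24 (standard error 0.12, adjusted p = 6.26e-06 from limma). A list of 10 genes of leucine, isoleucine and valine synthesis, which does not hold TMT1, moved less. Its median log2 fold change was 0.43, with 9 of 10 genes higher (adjusted p = 0.00232 from camera with its preset correlation, 0.0677 with an estimated correlation, the highest of its alternatives).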

Apart from these, *ZRT1* (high-affinity zinc transporter of plasma membrane) gene was up regulated that is known to be involved in maintaining zinc homeostasis in the cell (Table S2). 

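ZRT1 (YGL255W, chromosome VII, 20978 to 22108) rose from −1.28 ± 0.32 to 1.85 ± 0.09 (SD, n = 2 each), a log2 fold change of 3.13 (standard error 0.16, adjusted p = 1.04e-05 from limma). In a list of 10 zinc-responsive genes, 8 were higher with cysteine, the median log2 fold change was 0.42 and 4 genes were called higher. For this list, camera gave an adjusted p of 0.0198 with its preset correlation, 0.160 with an estimated correlation, the highest of its alternatives, and 0.0777 without the first cysteine array. The lowest was 0.000712, with fry.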

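Genes of sulfur metabolism that rose with cysteine were examined at the gene level. STR2 (YJR130C, chromosome X, 665218 to 667137) changed from −1.72 ± 0.11 in untreated TEF-YCT1 cells to 0.67 ± 0.04 with cysteine (SD, n = 2 each), a log2 fold change of 2.39 (standard error 0.15, adjusted p = 2.55e-05 from limma). SSU1 (YPL092W, chromosome XVI, 373793 to 375169) changed from 0.77 ± 0.06 to 3.79 ± 0.20 (SD, n = 2 each), a log2 fold change of 3.01 (standard error 0.14, adjusted p = 6.93e-06).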

Finally, two genes of the sulfur metabolic pathway genes, *STR2* (cystathionine gamma-synthase) and *SSU1* (sulfite efflux pump), were found to be up regulated (Table S2). One possible explanation could be some non-oxidative degradation similar to what has been observed in mammalian cells by cystathionine beta synthase and thus the sulfite efflux pump might also be required under these conditions. Indeed, the sulfite efflux pump has been shown to be important for cysteine tolerance in *Candida albicans *18. In addition several genes with unknown function such as YJL160c and *SRL4 *were upregulated. These are most likely to be associated with arginine biosynthesis, iron (or iron-sulfur) metabolism, or sulfur metabolism.

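YJL160C (chromosome X, 117962 to 118825) rose from −5.83 ± 0.14 to −2.46 ± 0.25 (SD, n = 2 each) with cysteine, a log2 fold change of 3.37 (adjusted p = 2.55e-05 from limma). With normexp background correction it was 1.44 (adjusted p = 0.186), while the other alternatives gave adjusted p from 3.76e-06 to 0.00777. SRL4 (YPL033C, chromosome XVI, 487362 to 488207) rose from −5.02 ± 0.64 to −1.58 ± 0.19 (SD, n = 2 each), a log2 fold change of 3.44 (standard error 0.26, adjusted p = 6.38e-05).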

### Genes upregulated with TEF-CgCYN1 bearing cells exposed to cysteine

In the case of the cystine overload experiments, we again observed an upregulation of the arginine biosynthetic pathway (Table S3, Fig. 7A). This included ornithine carbamoyl transferase (*ARG3*), acetyl glutamate kinase and N-acetyl-gamma-glutamyl phosphate reductase (*ARG5,6*), vacuolar cationic amino acid transporter (*RTC2*), acetyl-ornithine amino transferase (*ARG8*), small subunit of carbamoyl phosphate synthase (*CPA1*), mitochondrial ornithine transporter (*ORT1*), argininosuccinate lyase (*ARG4*) (Table S3). Similarly, we estimated changes in polyamine (spermidine) amounts after cystine treatment, and observed a substantial increase in spermidine post cystine treatment (Fig. 6E). These data matched the earlier data observed with cysteine treatment.

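With the threshold of Fig. 7A, a log2 fold change of 1.4 and an unadjusted p of at most 0.05, 43 genes were higher in cystine-treated than in untreated TEF-CgCYN1 cells, and 38 of them also passed an adjusted p of 0.05 from limma. Of the 43 genes, 7 are known only as a bound and 4 of these exceed the threshold at the bound. At a log2 fold change of 2 the count was 10. Without a size threshold, 314 genes passed an adjusted p of 0.05, with 252 higher and 62 lower, and 1415 passed an unadjusted p. This count moved most with normexp background correction, to 27, or to 358 with spots of extreme local background reset. It was 57 with the ordinary residual variance per gene. Without the second cystine array it was 95. In the arginine list, 10 of 10 genes were higher with cystine, with log2 fold changes from 0.66 to 2.87 and a median of 1.54 (adjusted p = 5.80e-14 from limma's camera). At an adjusted p of 0.05, 10 genes were called over all genes and 10 adjusted over the list alone. Leaving out 1 array at a time gave medians from 1.51 to 1.62.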

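ARG3 rose from −2.71 ± 0.11 to 0.16 ± 0.13 (SD, n = 2 each) with cystine, a log2 fold change of 2.87 (standard error 0.16, adjusted p = 0.000219 from limma). ARG5,6 rose from 1.44 ± 0.07 to 3.53 ± 0.18 (SD, n = 2 each), a log2 fold change of 2.09, and RTC2 from −3.58 ± 0.04 to −1.47 ± 0.02 (SD, n = 2 each), a change of 2.12. ARG8 had a log2 fold change of 1.79 (adjusted p = 0.000397) and CPA1 of 1.68 (adjusted p = 0.00133). The changes of ORT1, 1.66, and ARG4, 1.42, had adjusted p of 0.00303 and 0.00191. With the ordinary residual variance per gene these became 0.0708 for ORT1 and 0.0528 for ARG4, and over all alternatives the ranges were 0.000622 to 0.0708 and 0.000513 to 0.0528. For RTC2 the adjusted p was 0.119 with normexp background correction, the highest of its alternatives, and the lowest was 3.33e-05.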

**Figure 7:**
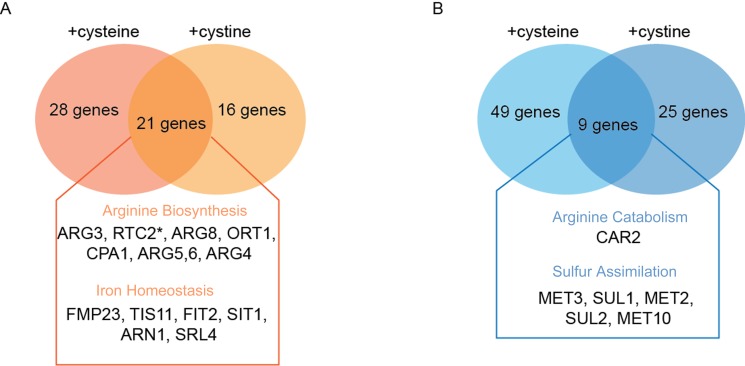
FIGURE 7. **(A)** Venn diagram showing a list of genes involved in specific pathways that are upregulated in *S. cerevisiae* cells expressing TEF-*YCT1* treated with cysteine (500µM), TEF-*CgCYN1* treated with cystine (500µM), where the genes commonly induced in both [p<0.05, fold change ≥ 2.0 (cysteine) and fold change ≥ 1.40 (cystine)] are emphasized. **(B)** Venn diagram showing a list of genes involved in specific pathways that are down regulated in *S. cerevisiae* cells expressing TEF-*YCT1* treated with cysteine (500µM), TEF-*CgCYN1* treated with cystine (500µM) and set of genes common to both [p<0.05, fold change ≥ 1.5(cysteine) and fold change ≥ 0.8 (cystine)].

Similarly, genes involved in iron and/or siderophore acquisition and leucine biosynthesis were up-regulated as seen under cysteine treated cells. 

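FMP23 and FIT2 were not above background in untreated TEF-CgCYN1 cells and were at least 5.16-fold and at least 4.61-fold higher with cystine. TIS11 rose from −4.17 ± 0.29 to −0.59 ± 0.23 (SD, n = 2 each), a log2 fold change of 3.58 (standard error 0.23, adjusted p = 0.000266 from limma). ARN1 rose by 1.87 on the log2 scale (adjusted p = 0.000552) and SIT1 by 1.50 (adjusted p = 0.00336). With normexp background correction none of these 5 genes passed an adjusted p of 0.05. Their values were 0.494 for FMP23, 0.548 for FIT2, 0.0600 for TIS11, 0.0720 for ARN1 and 0.0663 for SIT1. Over the other alternatives the adjusted p was at most 0.0325, 0.0657, 0.0403, 0.0307 and 0.0705 in the same order. The losses with normexp depended on a few spots of extreme local background. With those spots reset, chosen after seeing the data, each of the 5 genes passed. The iron list had a median log2 fold change of 0.61, with 21 of 23 genes higher (adjusted p = 1.35e-11 from camera). Of these genes 12 were called over all genes and 17 adjusted over the list alone. TMT1, the gene of leucine biosynthesis named with cysteine, rose from −3.27 ± 0.01 to −1.01 ± 0.12 (SD, n = 2 each), a log2 fold change of 2.26. The list for leucine, isoleucine and valine synthesis had a median of 0.36 with 8 of 10 genes higher (adjusted p = 0.0589 from camera).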

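SFC1 (YJR095W, chromosome X, 609773 to 610741) was below the background threshold in untreated TEF-CgCYN1 cells and was at least 3.19-fold higher with cystine. Its fitted log2 fold change was 2.23 (standard error 0.21, adjusted p = 0.00133 from limma). The fitted value rests on a signal below the measurable range, and it became 0.99 with normexp background correction (adjusted p = 0.673, against 0.00133 to 0.0599 over the other alternatives).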

Mitochondrial succinate-fumarate transporter (*SFC1-*4.7-fold) was also found to be up regulated. Finally, two genes of the sulfur metabolism, cystathionine beta-lyase (*STR3*) and the sulfite efflux pump *SSU1*, and the zinc transporter *ZRT1 *were upregulated. 

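STR3 (YGL184C, chromosome VII, 154615 to 156012) rose from −2.82 ± 0.20 to −1.19 ± 0.09 (SD, n = 2 each) with cystine, a log2 fold change of 1.64 (standard error 0.16, adjusted p = 0.00139 from limma). SSU1 rose from 0.68 ± 0.10 to 2.18 ± 0.12 (SD, n = 2 each), a log2 fold change of 1.49. ZRT1 rose from −0.21 ± 0.03 to 1.43 ± 0.05 (SD, n = 2 each), a log2 fold change of 1.64 (adjusted p = 0.00133). With the ordinary residual variance per gene, the adjusted p was 0.0528 for STR3 and for ZRT1. Over all alternatives it ranged from 0.000259 to 0.0528 for STR3 and from 0.000314 to 0.0528 for ZRT1.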

The genes up-regulated due to cystine overload strikingly overlapped with the genes up-regulated due to the overload of cysteine (Fig. 7A), however their fold induction was lower and hence a lower cut off has been used. This correlates well with the observed metabolite data, and the relative changes in abundance of these metabolites, all suggesting a conserved response to cysteine and cystine, with a relatively modest response for cystine.

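Of the 43 genes higher with cystine, 21 were also among the 54 higher with cysteine, where 0.404 were expected (odds ratio 162, two-sided Fisher's exact test, p = 2.90e-33). The number of shared genes printed in Fig. 7A is also 21, and 13 of the 13 gene names that the figure gives as shared were among them. A further measure of the overlap does not depend on the size threshold for cysteine. Of the 43 genes, 32 were higher with cysteine at an adjusted p of 0.05, against 5.90 expected (odds ratio 19.0, two-sided Fisher's exact test, p = 1.86e-19). Every one of the 21 genes that the paper names as changed with both treatments had a smaller fitted change with cystine. The slope through 0 of the cystine on the cysteine log2 fold change over these genes was 0.589, and 0.672 over the 21 shared higher genes. These genes were selected on the same arrays, for the most part with a higher threshold for cysteine than for cystine, which by itself favors smaller changes with cystine and a slope below 1. The lowest slope under any alternative, 0.560, came from testing only genes well above background on all arrays. Leaving out 1 array at a time gave 0.579 to 0.597. With limma's test of the difference between the responses, 379 genes passed an adjusted p of 0.05. With normexp background correction 52 did so, or 411 with spots of extreme local background reset, and 24 with the ordinary residual variance per gene. The difference was 1.31 for ARG3 (adjusted p = 0.0153), 1.39 for ARG8 (adjusted p = 0.00577), 1.52 for SSU1 (adjusted p = 0.00601) and 0.25 for TIS11 (adjusted p = 0.690). The compared responses come from cells that also differ in transporter, slide position and signal for LYS2, HMRA1 and IME4. From the lower induction, the paper reasons that a lower threshold was called for with cystine.

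**Figure D2:**
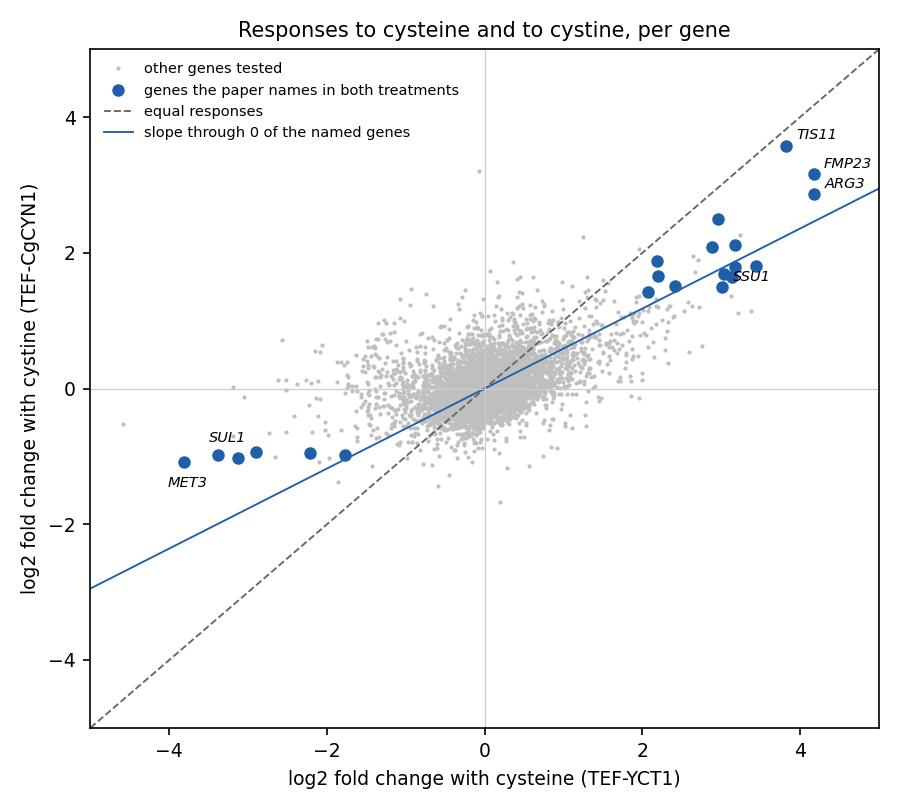
Log2 fold change with cystine (TEF-CgCYN1, n = 2 treated and 2 untreated arrays) against the log2 fold change with cysteine (TEF-YCT1, n = 2 and 2) for each of the 5746 genes tested. Blue points are the 21 genes the paper names in both treatments, the dashed line marks equal responses and the blue line the slope of 0.589; the blue points lie closer to 0 on the cystine axis.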

Collectively, for both cysteine and cystine overload, there is a striking overlap of genes that are induced (Fig. 7A). Particularly, the induced genes are more related to amino acid metabolism that leads towards anabolism, particularly the ornithine/arginine biosynthesis pathway (Fig. 7A), leading to a final increase in polyamines that we have observed. Other changes include reducing sulfite assimilation, as well as dealing with iron and zinc limitations (all known to occur under conditions of cysteine toxicity), and not directly related to primary sulfur amino acid metabolism.

### Genes down-regulated under conditions of cysteine or cystine overload in the cells

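All 12 genes of a list for sulfate assimilation and methionine synthesis were lower in cysteine-treated than in untreated TEF-YCT1 cells. Their median log2 fold change was −2.56, with a range from −4.59 to −0.86 (adjusted p = 3.70e-15 from limma's camera), and 12 of 12 passed an adjusted p of 0.05 over all genes and adjusted over the list alone. Leaving out 1 array at a time moved the median between −2.61 and −2.50. MET14 (YKL001C, chromosome XI, 438777 to 439385) had the largest decrease, a log2 fold change of −4.59 (standard error 0.21, adjusted p = 6.91e-06 from limma). MET3 (YJR010W, chromosome X, 456239 to 457774) went from 1.69 ± 0.11 to −2.13 ± 0.23 (SD, n = 2 each), a log2 fold change of −3.81. SUL1 (YBR294W, chromosome II, 789235 to 791814) went from −1.28 ± 0.22 to −4.67 ± 0.11 (SD, n = 2 each), a log2 fold change of −3.39. The log2 fold change was −3.19 for MET5, −3.13 for MET2 and −3.06 for MHT1, each with an adjusted p of 6.93e-06 or less. With the threshold of Fig. 7B, a log2 fold change of −1.5, 69 genes were lower with cysteine.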

The down-regulated genes for the cysteine overload experiments (*YCT1*) (Table S4, Fig. 7B) included the genes from inorganic sulfur assimilation pathway such as the high affinity sulfate permease (*SUL1*), homoserine-O-acetyltransferase (*MET2*), ATP sulfurylase (*MET3*), sulfite reductase (*MET5*), adenylylsulfate kinase (*MET14*), and S-methyl methionine homocysteine methyltransferase (*MHT1*). All of these can be explained by a lack of the need to reduce and assimilate sulfur, which is no longer needed since cysteine provides a ready form of usable sulfur to cells. In case of the down-regulated gene list with cystine overload (*CgCYN1*) using the log2 cut-off of two, we did not observe any genes. However, on lowering the cut-off, some genes were indicated (Table S5). This list again included genes primarily from inorganic sulfur assimilation pathway and genes of the inorganic sulfur metabolic pathways such as *SUL1* (2.0-fold), *MET2* (2.1-fold), *MET3* (2.1-fold), *MET6* (1.8-fold), *MET10* (2.0-fold), as well as the glutathione transporter (*OPT1*/*HGT1*: 2.2-fold). Collectively, for both cysteine and cystine overload, there is a striking overlap of genes that are down regulated (Fig. 7B). 

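In the comparison of cystine-treated with untreated TEF-CgCYN1 cells, 0 genes had a log2 fold change of −2 or less, with or without a threshold on limma's p. At an unadjusted p of 0.05 and any size, 1415 genes changed in either direction. The lowest fitted log2 fold change was −1.67, for VPH1 (adjusted p = 0.252). In 2 of the alternatives, the authors' series values and the inclusion of spots marked as outliers, 1 gene, HSC82, passed the threshold of −2. Its log2 fold change otherwise was −0.46. Without the second cystine array, 1 gene, VPH1, passed. HSC82 and VPH1 were chosen after their values were seen.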

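With the threshold of Fig. 7B, a log2 fold change of −0.8 and an unadjusted p of at most 0.05, 41 genes were lower with cystine, and 20 of these passed an adjusted p of 0.05 from limma. Of the 41 genes, 9 are known only as a bound, and 2 of these pass the threshold at the bound. The log2 fold changes were −0.97 for SUL1, −1.02 for MET2, −1.08 for MET3, −0.81 for MET6, −0.95 for MET10 and −1.14 for OPT1. As ratios of untreated to treated signal these are 1.97, 2.03, 2.12, 1.75, 1.93 and 2.21 in the same order. The adjusted p was lowest for SUL1 (0.00706) and highest for MET6 (0.0328). For instance, MET2 (YNL277W, chromosome XIV, 117349 to 118809) went from 0.69 ± 0.11 to −0.33 ± 0.06 (SD, n = 2 each). None of the 6 genes passed an adjusted p of 0.05 with the ordinary residual variance per gene, and each lost its call when at least 1 of the TEF-CgCYN1 arrays was left out. For SUL1, the adjusted p was 0.0546 without the first cystine array and 0.0628 without the second. Over all alternatives the adjusted p ran from 0.00284 to 0.0705 for SUL1 and from 0.0162 to 0.152 for MET6. As a list, the 12 genes of sulfate assimilation and methionine synthesis were all lower, with a median of −0.76 and a range from −1.08 to −0.07 (adjusted p = 1.31e-09 from camera). Of the 12, 8 were called over all genes and 9 adjusted over the list alone. Tested as a difference between the responses, the list was lower with cysteine by a median of −1.61 (adjusted p = 6.23e-14 from camera).

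**Figure D3:**
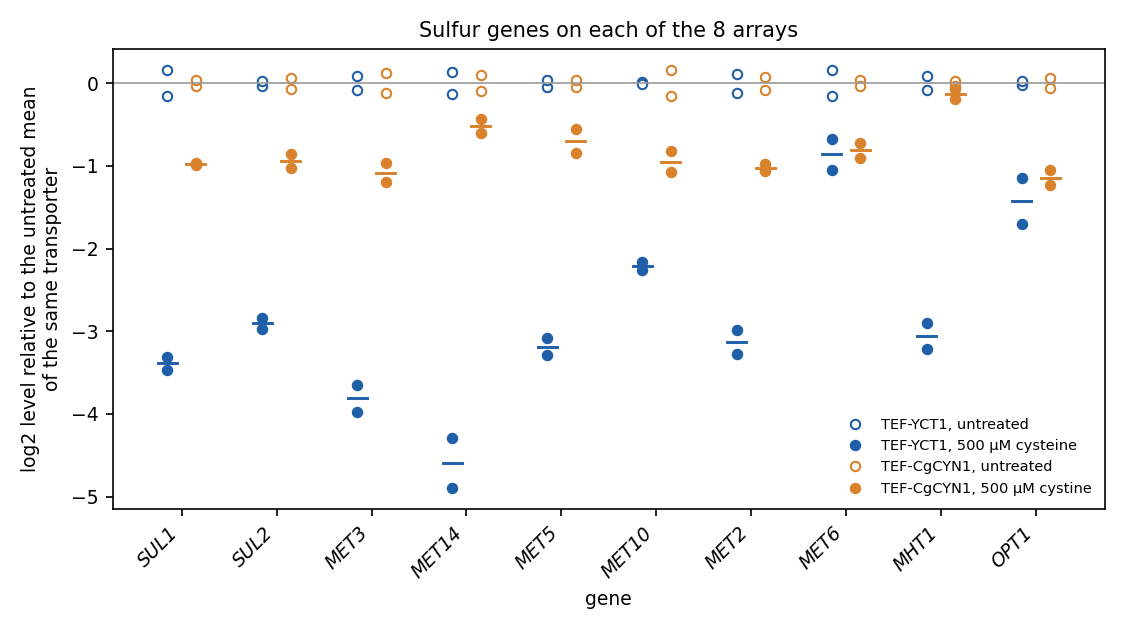
Log2 level of 10 sulfur genes on each array, relative to the mean of the untreated arrays of the same transporter. Open circles are untreated arrays, filled circles treated arrays (blue, TEF-YCT1 with cysteine; orange, TEF-CgCYN1 with cystine; n = 2 per condition), and bars are treated means; with cystine OPT1 has the lowest treated mean, −1.14.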

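Between the 69 genes lower with cysteine and the 41 lower with cystine, 10 were shared, where 0.492 were expected (odds ratio 30.8, two-sided Fisher's exact test, p = 2.65e-11). They made up 24.4% of the genes lower with cystine, against 48.8% for the shared genes among those higher with cystine. The shared lower genes were SUL1, SUL2, MET2, MET3, MET10, CAR2, COX4, MNN4, RSB1 and SPS4, which include 6 of the 6 gene names given as shared in Fig. 7B. RSB1 was at least 3.93-fold lower with cysteine and at least 2.05-fold lower with cystine. MET14, MET5 and MHT1 fell less with cystine, by differences of −4.07, −2.49 and −2.93 on the log2 scale between the responses. The adjusted p for each of the 3 was 0.00145 or less from limma's test of the difference. With cystine alone MET14 and MHT1 had log2 fold changes of −0.52 and −0.13 (adjusted p = 0.171 and 0.627).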

All these data appear to be logical, since with an overload of cysteine, cells will no longer have to rely on challenging reductive biosynthesis of homocysteine from free sulfite.

### Supplementation of arginine, zinc or iron does not reverse cysteine toxicity

Our metabolite analysis suggests that cells deal with cysteine toxicity by converting cysteine to less reactive metabolites, which lead to multiple anabolic pathways. This would require cells to be able to assimilate these metabolites for anabolism. Importantly, our gene expression analysis revealed a strong upregulation of ornithine/arginine metabolism ~5 hours after the addition of cysteine, when these other metabolites derived from cysteine metabolism were most abundant. This suggested that the most likely role of the ornithine/arginine metabolic pathway would be to synthesize and assimilate arginine and arginine derived metabolites, particularly polyamines, which require SAM metabolism. However, to eliminate the remote possibility that arginine limitation might determine cysteine toxicity responses, growth assays were carried out with strains over-expressing cysteine transporter under the TEF promoter in media supplemented with a range of arginine concentrations (0.01 - 2 mM). The addition of the amino acid expectedly enhanced the growth of the strains, but had no effect on the toxicity of cysteine that resulted from cysteine overload (not shown). The strains were similarly tested for reversal of cysteine toxicity by either zinc or iron since these pathways were also induced during cysteine or cystine overload. We added these metal ions in concentrations ranging from 0.01 to 0.5 mM. However, none of these metals or growth conditions could rescue the toxicity to any discernable level (data not shown).

Collectively, our data permit an interpretation suggesting that the excess cysteine, which is immediately channeled to a number of less reactive thiols, and subsequently to metabolites such as SAM and GSH, can be effectively finally utilized for anabolic processes typically derived from arginine metabolism. We explain these possibilities in the discussion section.

### Investigation of deletion mutants in different pathways reveals no single enzyme is critical for survival under cysteine or cystine overload

Our data strongly suggests that the simultaneous occurrence of multiple metabolic processes allow cells to overcome cysteine overload. However, we wanted to determine if any one of the overexpressed gene clusters were particularly important for cells to handle cysteine toxicity. We utilized multiple strains from the Euroscarf collection (listed in Table S1) with deletions in the different pathways that were upregulated in response to excess cysteine or cystine. Particularly, these included the trans-sulfuration pathway (for cysteine to homocysteine conversion), and the arginine and the polyamine biosynthetic pathways. We also tested gene deletions of iron homeostasis and/or siderophore receptor synthesis that were upregulated.

Of particular interest were the single deletion mutants of the pathway from cysteine to homocysteine that included, *STR2 *(cystathionine gamma synthase) and *STR3 *(Cystathionine beta-lyase). However, none of these single mutants showed any enhanced toxicity as seen by plate assays. The *SSU1* sulfite efflux pump also did not show any enhanced toxicity suggesting that sulfite efflux was not the principal pathway being employed. We also evaluated the enzymes in polyamine biosynthesis that included *SPE1*, *SPE2*, *SPE3* and *SPE4*. No enhanced cysteine toxicity was observed. Finally, we tested mutants of iron/or siderophore acquisition that were upregulated with cysteine or cystine overload as well as several genes of unknown function. These genes included *FIT2*, *FMP23*, *SIT1*, *AFT1* and *AFT2, TMT1, *and the ORFs YGL117w and YEL057c. None of these mutants showed any enhanced toxicity in the cysteine toxicity experiments (data not shown). Collectively, these data strongly support our conclusion that no single gene or pathway is responsible for cells to handle cysteine overload, and multiple pathways allow the final assimilation of metabolites derived from cysteine.

## DISCUSSION 

In this manuscript, we first established a system of evaluating cysteine overload in yeast arising from high intracellular levels of cysteine without the need for addition of very high extracellular levels of the amino acid. This thereby enabled precise and systematic manipulations and thus is likely to better reflect the consequences of high intracellular cysteine accumulation. To sharpen our analysis, we additionally used the heterologously expressed *C. glabrata *cystine specific transporter (*CgCYN1*) in *S. cerevisiae, *which clarifies the metabolic consequences of the effects of cysteine influx. The effectiveness of the experimental setup was immediately apparent from the toxicity towards cysteine observed at lower media concentrations than previously reported. This was further validated when we observed that although relatively lower concentrations of these amino acids were added in the medium (10-fold lower than previous studies 17, we achieved high intracellular concentrations (over 600-fold higher than the steady-state, normal concentrations). Interestingly, the higher concentrations of cysteine also led to a large increase in intracellular cystine amounts within the cell, and vice versa. This provides a satisfying validation for the excellent correlation between the microarray experiment under both conditions, as well as the metabolite analysis carried out using similar conditions.

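Between the arrays for the 2 treatments, the log2 fold changes of the 5746 genes correlated with Pearson's r of 0.462 and Spearman's rho of 0.377. Genes are not independent replicates, so no p is given for a correlation across genes. Over the 1493 genes called at an adjusted p of 0.05 by limma in either treatment, r was 0.590 and 76.2% changed in the same direction. Among the alternatives r over all genes ranged from 0.301 with normexp background correction to 0.536 with a correction for gene length, which was chosen after seeing the data. Without the second cysteine array it was 0.355, and without the first 0.532.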

The observation that cysteine rapidly converts into cystine suggests that the reactive thiol of cysteine is quickly trapped in a less-reactive form. Cysteine was also subsequently distributed to other less-reactive thiols, such as cystathionine where a 60-fold increase in levels was seen. Over time, this was distributed among other thiols that included SAH, SAM, and also as GSH, all of which are present at concentrations several orders of magnitude greater than cysteine at normal steady state 21. Thus, it appears that cells convert excess cysteine to cystine and other inert thiols as a mechanism to detoxify, and possibly store excess cysteine, an otherwise valuable nutrient to the cells. This happens through systematic, temporally separated changes in the amounts of different thiol metabolites, with the reactive thiol of cysteine sequestered away by ‘thiol trapping’. It is possible that additional methods of detoxification that include sequestration into the vacuole of the oxidized cystine, might also exist in a manner similar to the sequestration of oxidized glutathione, GSSG, that plays an important role in glutathione redox homeostasis 26. However, this is more difficult to test experimentally, due to challenges in isolating metabolites from cellular compartments.

We suggest that such ‘thiol trapping’ to sequester and utilize cysteine is general to all organisms, and not just to organisms like *S. cerevisiae*, lacking the oxidative degradative pathway of cysteine. Considering that sulfur assimilation is an energy consuming process, it seems likely that organisms would preferentially store and recover such forms of reduced sulfur, rather than degrade and dispose them from the cell. It is reasonable to therefore suggest that this might be a primordial strategy adopted by living cells, with degradation and consumption coming as a subsequent step. Consistent with this hypothesis, it is interesting to note that in the mouse cysteine dioxygenase knockouts, the GSH levels increased approximately two-fold 27,28. Other thiol intermediates such as Cys-GSH mixed disulfides which may also form were, however, not examined. Nevertheless, the elevated GSH levels alone suggest that ‘thiol trapping’ might be an effective mechanism in metazoans as well, although not explicitly recognized as such, till now.

The metabolite estimations were carried out at early, intermediate and late time points, providing a temporal sequence of early and later metabolic events. However, the gene expression arrays were performed at the later time point (5 hours), to provide an understanding of the eventual homeostatic adaptations for tackling high levels of cysteine. These microarray results revealed that when high levels of cysteine and cystine accumulate, only one major pathway seems to be primarily induced - the ornithine/arginine biosynthesis pathway. However, it must be pointed out that this is based on the 5 hour time point data. 

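Besides the arginine genes, other lists changed with cysteine. The 6 genes of lysine synthesis tested were all higher with cysteine, with a median log2 fold change of 1.12 (adjusted p = 3.16e-05 from limma's camera), and 6 of 6 were called. With cystine 5 of 6 were higher with a median of 0.37 (adjusted p = 0.0332), and this adjusted p was 0.0749 without the second untreated TEF-CgCYN1 array and 0.0613 in a fit of only the 4 TEF-CgCYN1 arrays. Over all alternatives it ran from 0.00170 to 0.187. Of the 6 lysine genes, 1 was called with cystine. The 6 histidine genes had medians of 0.59 with cysteine (adjusted p = 0.0137) and 0.26 with cystine (adjusted p = 0.0589), with 6 of 6 higher in both. Of these, 4 were called with cysteine and 0 with cystine. Ranked by median with cysteine, arginine synthesis came highest of the 16 lists, followed by the iron list. The median of the arginine list was larger with cysteine than with cystine, by 0.81 as the median of the differences (adjusted p = 5.82e-06 from camera). With an estimated correlation between genes in place of camera's preset one, the lists with an adjusted p of at most 0.05 were those for amino acids, arginine, iron, lysine and sulfate assimilation with cysteine, and the same without lysine for cystine.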

At earlier time points, it is possible that other pathways might also be induced, but this was not examined, since this was not the purpose of this study. The increase in the expression of the mitochondrial ornithine transporter *ORT1* and the vacuolar cationic amino acid transporter *RTC2 *can also be explained by this conversion to arginine. Interestingly, *RTC2, *which has been shown to be upregulated by lysine limitation, preferentially transports arginine (as compared to lysine) 29. The results from this study indicate that *RTC2* might also be under regulation by arginine limitation as well. Accounting for the upregulation of the siderophore receptors, many of these siderophores have in their core metabolites derived from ornithine (N-hydroxyl ornithine), which is itself derived from arginine metabolism 30,31. Although *S. cerevisiae *lacks the siderophore biosynthetic pathway 32, the up-regulated siderophore receptors could bind and take up these siderophores present in the extracellular medium and thus further help fulfill the cellular arginine/ornithine requirement.

Importantly, a simple metabolic process can explain why ornithine/arginine genes might be upregulated over time. SAM is intimately linked to arginine and polyamine biosynthesis 33,34. One explanation for the increased requirement of arginine/ornithine is that some excess cysteine can be channeled into the polyamine biosynthesis pathway to form spermine and/or spermidine with ornithine/arginine as a precursor for biosynthesis. The ornithine/arginine pathway is linked to SAM through 5’-methylthioadenosine (MTA) formation, a byproduct of polyamine biosynthesis in the methionine salvage pathway 35. Importantly, the synthesis of spermidine is entirely SAM dependent, requiring SAM and decarboxylated SAM to convert putrescine (derived from ornithine/arginine) to spermidine 33,34. This simple feed-forward mechanism, converting reactive cysteine to SAM (observed in our data), and subsequently using this towards amino acid biosynthesis, arginine biosynthesis and consumption, polyamine biosynthesis and finally nucleotide biosynthesis will allow cells to restore growth after a time-period of reduced growth due to high cysteine concentrations, and thereby utilize a valuable, scarce resource. Polyamines themselves are both highly abundant and critical metabolites for growth, important for a variety of reasons 36,37,38 and so would be an effective final outcome when cysteine is converted into more usable forms of protected thiols. Indeed, our data showed a substantial increase in intracellular polyamine concentrations (as measured directly by spermidine amounts) in ~5 hours after cells encounter large concentrations of cysteine.

In the case of cysteine overload cells we observed, in addition to *SSU1*, the *STR2* gene being upregulated. *STR2* encodes for the gene cystathionine gamma synthase. Cysteine metabolism proceeds through *STR2*, the first enzyme that acts on cysteine to take it to cystathionine, and then subsequently to homocysteine. Surprisingly, though, the *str2*Δ did not lead to any significant enhancement of sensitivity to cysteine toxicity. *STR2* deletions are otherwise unable to utilize cysteine as a sulfur source. These data suggest that cysteine is not as toxic in yeast as has been presumed. Furthermore, this supports the conclusion that cysteine has multiple routes to detoxification. Particularly, our data suggest that conversion of cysteine to cystine, along with conversion to GSH may be an effective mechanism to remove excess cysteine.

An earlier report about homocysteine and cysteine toxicity showed that cells reduce toxicity by means of upregulation of genes involved in primary metabolism, such as glycolysis, folate metabolism, and serine biosynthesis. The study also suggested that the cysteine and homocysteine toxicity is due to elevated ER stress related genes 17. In case of *E. coli, *growth inhibitory effects were apparently caused by inhibition of threonine deaminase by cysteine leading to isoleucine starvation and can be reversed by addition of isoleucine, leucine and valine 39. In contrast, in neurons it is reported that the cysteine toxicity is a result of hydroxyl radicals generated during the auto-oxidation of cysteine generating cystine and is catalyzed by copper, iron and other transition metals and can be reversed by catalase and pyruvate 20. In yeasts, in contrast, an oxidative stress was not observed, although an ER stress response was shown to occur, but this was done at much higher concentrations of externally added cysteine that could interfere with transport of other amino acids and thus could be a result of secondary consequences 17. However, none of these mechanisms appeared important based on the studies described here. Instead, some of these can be explained by textbook metabolic feed-forward loops 40, which would be consistent with the actual metabolite data observed in this study. In particular, increased folate metabolism can be expected if there is an increase in SAM availability, and increased folate metabolism is central for nucleotide biosynthesis through SAM dependent one-carbon metabolism, which also requires ribose and deoxyribose sugars from the pentose phosphate pathway branching from glycolysis 40.

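Lists for the processes named in these earlier reports were tested in the same arrays. For the unfolded protein response, 3 of 13 genes were higher with cysteine, with a median log2 fold change of −0.24 (adjusted p = 0.111 from limma's camera), and 4 of 13 with cystine, with a median of −0.17 (adjusted p = 0.167). The 15 genes of oxidative stress had medians of 0.19 (adjusted p = 0.252) and 0.20 (adjusted p = 0.0633), and with cysteine 5 of them were called higher and 3 lower. For glycolysis the medians were −0.07 with cysteine and 0.12 with cystine (adjusted p = 0.913 and 0.382). With cysteine the mean of this list, 0.04, differed in sign from the median. Of the 16 glycolysis genes, 6 were saturated on all arrays with and without cysteine, and 7 with and without cystine, as were 2 of the oxidative stress genes. Their changes were not measured, so the medians and tests of these lists say little about those genes. The folate list of 14 genes had medians of 0.19 and 0.01, and the serine list of 4 genes had medians of −0.25 and −0.08. Neither passed camera's adjusted p of 0.05. The fry test, which asks whether a list moved without comparing it with the other genes, gave lower values with cysteine, at an adjusted p of 0.00214 for the unfolded protein response, 0.0149 for oxidative stress, 0.000140 for folate, 0.0178 for serine and 0.650 for glycolysis. With cystine fry gave 0.0150 for the unfolded protein response, 0.0109 for oxidative stress, 0.0169 for folate, 0.116 for serine and 0.0843 for glycolysis.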

Finally, whether the mechanism by which the oxidation of cysteine to cystine occurs is purely non-enzymatic, or might involve the possibility of an active enzymatic regulation remains unclear. Enzymatic conversion has been shown to occur through copper or copper-dependent proteins 41. Further, determination of *in vitro *cystine reduction activity by using purified thioredoxins, glutaredoxins, or screens leading to as yet unknown proteins might reveal proteins specifically involved in cystine reduction.

## MATERIALS AND METHODS

### Chemicals and Reagents

All chemicals used were obtained from commercial sources and were of analytical grade. Media components, fine chemicals and reagents were purchased from Sigma Aldrich (St. Louis, USA), HiMedia (Mumbai, India), Merck Millipore India Ltd (Mumbai, India), USB Corporation (Ohio, USA) or Difco, USA. Cysteine and cystine were also purchased from Sigma Aldrich (St. Louis, USA). RNA*later*® solution was procured from Thermo Fisher Scientific (Waltham, MA USA). Cysteine stock solutions that were prepared fresh were made by dissolving the required amount of cysteine in 1 ml of de-ionized water, which was then filter-sterilized using 0.2 μm filter membrane. Cystine stock solutions were prepared by dissolving the required amount of cystine in 1 ml of deionized water along with 25 µL of concentrated HCl, filter-sterilized using 0.2 μm filter membrane.

### Strains and Plasmids

*S. cerevisiae *strain MATα *ura3*Δ*0 leu2*Δ*0 his3*Δ*1 lys2*Δ*0 yct1*Δ*::kanMX4* (ABC1738) was used as the parent host for all the transformations, and was obtained from Euroscarf (Y11543). This strain and all the other *S. cerevisiae* strains used in this study are listed in Table S1. The yeast strains were maintained on yeast extract (1%), peptone (2%) and dextrose (2%) (YPD) medium and grown at 28-30(C. The yeast transformants were selected and maintained on synthetic defined minimal medium containing yeast nitrogen base (0.17%), ammonium sulfate (0.5%) and dextrose (2%) supplemented with histidine, leucine, lysine, and uracil at 80 mg/l as per requirement.

TEF-YCT1 (ABE2196) contained a C-terminal HA-tagged YCT1 downstream of the TEF-promoter in p416TEF vector. TEF-CgCYN1 (ABE2847) contained a C-terminal HA-tagged CgCYN1 downstream of the TEF promoter in the centromeric vector p416TEF.

### Cell growth and spotting experiments

For the growth assays, the *S. cerevisiae* strain (ABC1738) constitutively over-expressing TEF-YCT1 or TEF-CgCYN1 were grown overnight in SD minimal medium at 30(C at 220 rpm shaking, and inoculated in fresh medium to an OD_600_ of 0.1 and grown until the OD_600_ reaches 0.5 - 0.8. The cell suspensions (4 X 10^7^ cells) were serially diluted to 1:10, 1:100 and 1:1000. 10 µl of these cell re-suspensions were spotted on minimal medium containing different concentrations of cysteine or cystine (0.01-1 mM). The plates were incubated at 30(C for approximately 2 days.

### Total metabolite extraction and preparation

For metabolite analysis, the *S. cerevisiae *(ABC1738) transformants which were constitutively over-expressing cysteine transporter (*YCT1*) or cystine transporter (*CgCYN1*) were exposed to 500 µM cysteine or cystine. Samples were collected at different time intervals (0, 2.5, 15, 60, 300 min) and all samples except the zero time point were done in duplicate. Samples were rapidly quenched in a quenching solution, following which metabolite extraction was done. Metabolite quenching and extraction was performed as described previously 23,42. Metabolite extracts were dried down in a speed-vacuum (3-4 hours), and stored at -80°C until analyzed by mass spectrometer.

### Targeted metabolite analysis

For detecting metabolites, a triple-quadrupole mass spectrometer (TSQ Vantage, Thermo Scientific) coupled to an HPLC was used, which allows one to detect each metabolite simultaneously using multiple reaction monitoring (MRM). Metabolites were separated chromatographically using a Synergi Fusion column (150 × 2.0 mm, 4 μm, Phenomenex), using a Shimadzu Prominence HPLC (high-performance liquid chromatography) autosampler coupled to the mass spectrometer. Extracted metabolites were measured using targeted LC-MS/MS methods, detailed method described previously 23,42. A library of common metabolites was constructed using standards, and metabolites were detected using a TSQ Vantage (Thermo Scientific) triple quadrupole-linear ion trap mass spectrometer for quantitative optimized detection of daughter ions upon collision-induced fragmentation of the parent ion. For each metabolite, parameters for quantitation of the two most abundant daughter ions (that is, two MRMs per metabolite) were included. To quantify metabolites, the area under each peak was quantitated by using the Xcaliber software, inspected for accuracy, and normalized against total ion count, after which relative amounts were quantified.

### Estimation of intracellular metabolite concentrations

Measurement of absolute cystine concentrations in the yeast cells was done using transformants expressing *YCT1* which yielded highest fold change (200-fold) of cystine in the cells upon cysteine overload. LC-MS/MS system Agilent 1200 infinity series connected to a TSQ vantage (Triple quadrapole) Mass spectrometer which uses Electrospray Ionization (ESI) was used for detection of intracellular cystine. The samples were separated by the LC-MS/MS system using a synergy RP-fusion column. An MRM method was created for the targeted metabolite. Buffers used for positive mode analysis were: Buffer A 99.9% H_2_O/0.1% formic acid, and Buffer B- 99.9% methanol/0.1% formic acid (T = 0 min, 0% B; T = 3 min, 5% B; T = 12 min, 80% B, T = 12.1 min, 90% B, T = 13 min, 0% B, T = 15 min, stop). Standards of known cystine concentrations were run under the same conditions and the area under the peak for each concentration was used to make a standard plot. The area under each peak was quantitated by using the Xcaliber software, inspected for accuracy, and the concentration of cystine extrapolated from the standard curve for a given volume of cells (≈10 ml or 9.38 OD). The intracellular concentration of cystine was estimated assuming the volume of a single yeast cell = 42 fl 43 and 1 OD = 2.0 X 10^7^ cells.

### Microarray analysis: growth of cells, RNA extraction and analysis

#### Growth of cells

The *S. cerevisiae* (ABC 1738) transformants constitutively over-expressing either cysteine transporter (TEF-YCT1) or cystine transporter (TEF-CgCYN1) were grown overnight in SD minimal medium, followed by secondary inoculation at 0.1 OD cells in same medium. After 3 hours of incubation at 30°C, we added either 500 µM cysteine or cystine, whereas respective control samples were grown without any further additions. After 5 hours of incubation of both test and respective control samples, cells were harvested, washed and re-suspended in RNA*later® *(10^8 ^cells). Four samples were in the cysteine analysis group (2 test samples and 2 control), and four samples were in the cystine treated group (2 test and 2 control).

#### RNA isolation

Total RNA was extracted using Qiagen’s RNeasy minikit (Cat#74104) following the manufacturer’s protocol. Total RNA integrity was assessed using RNA 6000 Nano Lab kit on the 2100 Bioanalyzer (Agilent, Palo Alto, CA) according to the manufacturer’s protocol. Total RNA concentration was measured on the NanoDrop® ND-1000 UV-Vis Spectrophotometer (Nanodrop technologies, Rockland, USA). Total RNA with OD_260_/OD_280_>1.8 and OD_260_/OD_230_ ≥ 1.1 was used for microarray analysis.

#### cRNA synthesis, labeling and hybridization

The purified RNA samples were further processed for One-Color Microarray-Based Gene Expression Analysis. As per the manufacturer’s protocol Agilent’s Quick-Amp labeling Kit (Cat#5190-0442) was used for the cRNA synthesis and Cyanine-3 CTP labeling. Qiagen’s RNeasy mini spin columns were used for purifying amplified cRNA samples. The quantity and specific activity of cRNA was determined by using NanoDrop ND-1000 Spectrophotometer version 3.2.1. Samples with specific activity >8 were used for hybridization. Hybridization solution was prepared using the Agilent’s *in situ *Hybridzation kit (Cat#5190-0404). The resulting mixture was applied to the Yeast (V2) Gene Expression Microarray, 8x15K (Agilent Technologies AMADID: 16322), and hybridized at 65°C for 16 hours in the hybridization oven. After hybridization, slides were washed with Agilent Gene expression Wash Buffer-I for 1 min at room temperature followed by 1 min wash with Wash Buffer-II at 37°C. Slides were finally rinsed with acetonitrile for cleaning up and drying. These experiments were carried out at Genotypic Co., Bangalore, India.

#### Microarray scanning and data extraction

Hybridized arrays were scanned at 3μm resolution on an Agilent Microarray Scanner, Model G2565BA. The Images were manually verified and found to be devoid of uneven hybridization, streaks, blobs and other artifacts. Hybridization across the slides was good based on number of features that were positive and significantly above background. Data extraction from Images was done using Feature Extraction software of Agilent (V-11.5). Percentile shift Normalization was done using GeneSpring GX version 13. One-fold and above differentially regulated genes were filtered from the data and were considered for further analysis. With respect to control sets, fold change was calculated (logbase2) and genes showing fold change of ±0.6 were further considered for analysis. In order to identify the genes whose expression was affected in samples treated with cysteine, we used a cut off of log2 value of 2, which reflects the 4-fold change in expression of genes. We used lower cut off values for the samples treated with cystine, since the overall expression levels were lower. Only differentially regulated genes with a P≤0.05 were considered in the analysis. Microarray data has been submitted to the Gene Expression Omnibus (GEO) database (ACCID: GSE87794).

### RNA isolation and RT-PCR

RNA isolation and cDNA synthesis was done as described previously 44. The *S. cerevisiae* (ABC 1738) transformants constitutively over-expressing cysteine transporter (TEF-YCT1) were grown overnight in SD minimal medium, followed by secondary inoculation at 0.1 OD cells in same medium. After 3 hours of incubation at 30ᵒC, we added 500 µM cysteine to the test samples, whereas control samples were grown without any further additions. After 5 hours of incubation of both test and respective control samples, cells were harvested. Total RNA was isolated by hot acid phenol method using 15 ml phase lock gel heavy tubes (5 prime), followed by DNase I treatment (Cat#M6101, Promega) for 15 min at 30°C. Zymo-Spin II column (Zymo Research, Cat#C1008-250) was used for clean-up of RNA. cDNA synthesis from 3 µg total RNA was done using reverse transcriptase (RT) and random-hexamer primers (GoScript™ Reverse Transcription System (Cat#A5000) Promega) at 42°C for 16 hours. Real time quantitative PCR (RT-qPCR) was carried out on LightCycler® 480 II System (Roche molecular Diagnostics) by using SYBR green dye-based reagents (Maxima Sybr Green QPCR Master Mix (Cat#K0251) Thermo Fisher). List of primers used for the analysis are listed in Table S8.

## SUPPLEMENTAL MATERIAL

Click here for supplemental data file.

All supplemental data for this article are also available online at http://microbialcell.com/researcharticles/thiol-trapping-and-metabolic-redistribution-of-sulfur-metabolites-enable-cells-to-overcome-cysteine-overload/.

How the deposited data were processed for this re-analysis (not part of the article)

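Transcript levels were measured with 8 one-color Agilent arrays on 1 slide, in 4 conditions with 2 replicates each, as the authors' sample records give them. The conditions were TEF-YCT1 cells left untreated or given 500 µM cysteine for 5 h, and TEF-CgCYN1 cells left untreated or given 500 µM cystine for 5 h. The host in both cases is given in the paper as a YCT1 deletion strain. The deposited files of each array hold intensity values on a linear scale, among them the signal after the background correction of the authors' software (Feature Extraction 10.7.3.1), and the mean signal and median local background of each spot. The deposited series values are in log2 units, and a check against the signals showed them to equal log2 of the corrected signal minus about the 75th percentile of the array, which is the percentile shift the paper's methods name. The paper's text does not name the percentile, the test behind its p or an adjustment for multiple tests.

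Each array held 12512 spots for 6256 probes and 6225 genes, after 536 control spots were left out, with 2 spots per probe. The corrected signal was put on the log2 scale and the 75th percentile of the array was subtracted. Spots that the authors' software marked as outliers, between 0 and 47 per array, were left out unless both spots of a probe were marked, and the others averaged. A probe was tested when it was well above background, as the software calls it, on both arrays of at least 1 condition. This left out 485 probes. For 29 genes with several probes the brightest was used, which gave 5746 genes. Between 108 and 206 spots per array were saturated. The precision of each value is limited by the number of arrays, and within a condition the median absolute difference between replicates was 0.13 to 0.19 on the log2 scale.

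All 8 arrays were fitted together with limma 3.58.1 in R 4.3.3 (data.table 1.17.8 for reading files), with moderated variances (residual degrees of freedom 4, prior degrees of freedom 4.15, prior SD 0.150) and Benjamini-Hochberg adjustment over the genes tested. The comparisons were cysteine-treated with untreated TEF-YCT1 cells, cystine-treated with untreated TEF-CgCYN1 cells, the difference between these responses, and untreated TEF-YCT1 with untreated TEF-CgCYN1 cells. The 2 treatments have separate controls. Size thresholds followed the paper: log2 fold changes of 2 and −2 for cysteine, and those of Fig. 7 (2, −1.5, 1.4 and −0.8). Overlaps and the enrichment of amino acid genes were tested with two-sided Fisher's exact tests over the genes tested. The 16 gene lists, written from pathway knowledge, were tested with limma's camera at a preset correlation of 0.01, and also with an estimated correlation and with fry. No gene ontology annotation was used.

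The genes named in the text are every gene the paper names as changed or tested in its text or in Figs. 6 and 7, the members of a gene list whose result is reported, and for each treatment the 5 genes with the largest increase and the 5 with the largest decrease among those with an adjusted p of at most 0.05 and no overlap between treated and control arrays. This rule, the conditions, the comparisons, the gene lists and most alternatives were chosen before the data were examined. Other genes named are said to have been chosen after their values were seen. Changes given as "at least" a number of folds set the mean of the measurable condition against the dim condition. In the latter each array took the higher of the gene's own signal and the lowest signal among the probes well above background on that array. For saturated genes the measured signal of the bright condition was used.

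The alternatives were normexp background correction (offset 50), quantile normalization, a shift to the 50th percentile, the authors' series values, no filter on dim probes (6225 genes), only probes well above background on all arrays (5488 genes), spots marked as outliers kept, the mean over the probes of a gene, the ordinary residual variance per gene, limma's trend and robust options, only the 4 arrays of a transporter, the replicate number as a block, an adjusted p or no p in the gene counts, and each array left out in turn. With 1 array left in a condition, that array is assumed to vary like the others. A pair of further alternatives was chosen after seeing the data. One is a correction for gene length by loess (span 0.3), with lengths for the 5500 genes found in the reference annotation (95.7%). The other is normexp with the local background of extreme spots, over 5 times the median of the array, reset to that median. Lists of marker genes were also written after the data were seen, for haploid-specific, alpha-specific, a-specific, phosphate, hypoxic, respiratory chain and pheromone response genes. They were tested with camera at the preset correlation only.

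The steps were tested on simulated data, with 200 of 5746 genes changed in arrays with the real spread. Of these, 94% of the genes changed by 1 and 100% of those changed by 2 on the log2 scale were recovered, with 6 false calls (3%) and 0 in the wrong direction. A moved list was found and 0 of 15 other lists were called. The simulated genes varied independently and the other lists were drawn at random, so this does not test the lists against correlation between genes. A trend with length added to the data was removed by the length correction (Spearman's rho from 0.941 to −0.0153). Other splits of the samples were not counted, because a condition has 2 arrays. The supplementary tables were not used. One member of the arginine list is not reported on its own.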

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

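The tests of causes in this part were chosen after the results were seen, as were the correction for gene length and the marker gene lists. The comparisons and gene list tests were planned.

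The responses to cysteine and cystine differed in 379 genes at an adjusted p of 0.05, by limma's test of the difference between the responses. The cystine response was the smaller for 6 gene lists past an adjusted p of 0.05 from camera. The median difference, cysteine response minus cystine response, was 0.46 for amino acid biosynthesis (adjusted p = 5.82e-06), 0.81 for arginine (adjusted p = 5.82e-06), 0.71 for iron (adjusted p = 4.27e-08), 0.81 for lysine (adjusted p = 0.000229), −1.61 for sulfate assimilation (adjusted p = 6.23e-14) and 0.49 for zinc (adjusted p = 0.00453). In these lists 55 of 74, 9 of 10, 22 of 23, 6 of 6, 0 of 12 and 8 of 10 genes had a positive difference. With an estimated correlation the adjusted p was 0.0389 for amino acids, 0.0462 for arginine and 0.0237 for sulfate assimilation, but 0.0591 for iron and for lysine and 0.126 for zinc.

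The difference between the responses was −1.03 for STR3 (adjusted p = 0.0366), which rose more with cystine, and −4.07 for MET14 (adjusted p = 0.00145), which fell with cysteine and did not pass with cystine. STR3 rose with cysteine as well, by 0.61, but its call with cysteine (adjusted p = 0.0279) was lost under several alternatives, over which the adjusted p ranged from 0.0117 to 0.388.

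Several technical explanations were weighed for these differences. Against a trend with gene length as the whole cause, the correction for length left the median of the arginine list with cysteine at 2.09 and that of sulfate assimilation at −2.59, and 292 genes differed between the responses, 246 of them among the 379. The count depended on the background correction, with 52 genes under normexp, and on single arrays, with 113 genes without the second cystine array. A change in the share of other cells between untreated and cystine-treated samples, as the whole cause, is argued against for the arginine genes with cystine. Such a change can raise no gene by more than it raises LYS2, HMRA1 and IME4, which rose by at most 0.50 with cystine. All 10 arginine genes rose by more, and the median of the list exceeded the change of LYS2 by 1.04. The limit applies to any gene, and all 252 genes called higher with cystine at an adjusted p of 0.05 rose by more than these 3. That count is little evidence by itself, because smaller changes could rarely reach this adjusted p with 2 arrays per condition. As the whole cause of the lower sulfate assimilation list with cystine, such a change is also argued against. These 3 genes already had signal in untreated TEF-CgCYN1 cells, where the list differed little from untreated TEF-YCT1 cells. Its median difference, TEF-YCT1 minus TEF-CgCYN1, was −0.05 (range −0.29 to 0.30), against a median change of −0.76 with cystine. That comparison also differs in transporter and slide position, and it does not decide single genes of the list. For other genes that fell, or rose by less than these 3, a change in this share and a response to cystine cannot be told apart. The haploid-specific genes, which would fall with a larger share of diploid cells, had a median change of −0.050 with 4 higher and 9 lower, and the 4 not looked at before were all lower, with a median of −0.25. What also stays open is the design: the treatment, the transporter, the position on the slide and the difference in LYS2, HMRA1 and IME4 go together, so they cannot be told apart. A different entry of cysteine and cystine into the cells, which the design names, may also be the source and was not tested with these arrays.

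In data the paper does not discuss, 11 genes differed between the untreated cells of the transporters at an adjusted p of 0.05, with 395 at an unadjusted p. The count was 1 with normexp, 15 with normexp and extreme local background reset, and 2 with the ordinary residual variance per gene. Besides YCT1, which is on the plasmid of the TEF-YCT1 cells, the genes were these, all chosen after their values were seen. In untreated TEF-YCT1 cells LYS2 was at least 23.0-fold lower, HMRA1 at least 50.0-fold lower and IME4 at least 13.4-fold lower than in untreated TEF-CgCYN1 cells. The log2 difference, TEF-YCT1 minus TEF-CgCYN1, was −2.87 for YIL169C, −2.53 for HPF1, −2.38 for YAR068W, −1.71 for PIR3, −0.97 for YKR075C, −0.84 for DDI2 and 1.48 for EST1.

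HMRA1 (the silent copy of the a1 gene), LYS2 and IME4 were well above background on 4 of 4 TEF-CgCYN1 arrays and 0 of 4 TEF-YCT1 arrays, whereas LEU2 and HIS3 were so on 0 of 8 and URA3 on 8 of 8. An exchange of arrays between the transporters is argued against by YCT1, whose lowest level on a TEF-YCT1 array lay 6.51 log2 units above its highest on a TEF-CgCYN1 array. That the TEF-CgCYN1 cells were all diploid is argued against by the alpha-specific genes. These were well above background on the TEF-CgCYN1 arrays and only 0.51 lower in the median, with 4 of 4 lower (adjusted p = 0.000116 from camera). Haploid cells of mating type a are argued against by the a-specific genes, whose median difference was −0.022, with 3 higher and 3 lower (adjusted p = 0.856). Loss of silencing at HMR is argued against for LYS2, which was at least 23.0-fold higher although it lies elsewhere. For HMRA1 and IME4 this explanation and others cannot be told apart. The haploid-specific genes, lower by a median of 0.70 in TEF-CgCYN1 in 13 of 13 genes (adjusted p = 1.65e-20 from camera), would fall under either. Diploid cells, or their RNA, in part of the TEF-CgCYN1 samples may explain all these genes at once. The 4 haploid-specific genes that had not been looked at before were 4 of 4 lower in TEF-CgCYN1, with a median difference of 0.50 (adjusted p = 4.95e-05 from camera). None of the genes of these lists passed an adjusted p of 0.05 alone. All 13 haploid-specific and 4 alpha-specific genes, and 5 of 6 a-specific genes, were expressed in cells of both transporters. The position on the slide and differences between transformants stay open. For the other genes that differed between the untreated cells no explanation was tested.

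The paper states that the parent strain lacks YCT1. In the TEF-CgCYN1 samples, YCT1 signal was higher with cystine by 3.21 on the log2 scale (adjusted p = 0.00763). With each array left out the change was between 2.43 and 4.00. The call was lost with normexp (adjusted p = 0.0636), with the ordinary residual variance per gene (0.131) and without the second cystine array (0.0729), and over all alternatives the adjusted p ran from 0.00140 to 0.131. The signal was well above background on 1 of the 2 untreated and both cystine arrays. A candidate source is RNA or cells of the TEF-YCT1 samples. The highest TEF-CgCYN1 signal was at most 1.10% of the lowest TEF-YCT1 signal, which is an upper value because the latter was saturated. This source and a signal from another YCT1 copy cannot be told apart, since no other gene marks the TEF-YCT1 cells.

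Of the lists for lysine and histidine, which the paper does not discuss, lysine biosynthesis was higher with cysteine (median log2 fold change 1.12, 6 of 6 genes) and with cystine (0.37, 5 of 6 genes). Histidine biosynthesis (0.59, 6 of 6 genes) was higher with cysteine. So was the synthesis of leucine, isoleucine and valine (0.43, 9 of 10 genes), a list without TMT1, the gene by which the paper reports leucine biosynthesis. Against the length trend as the whole cause, the length correction left medians of 1.03 and 0.40 for lysine, 0.52 for histidine and 0.33 for the last list. With an estimated correlation, the adjusted p was 0.0338 for lysine with cysteine, 0.187 for lysine with cystine, 0.110 for histidine and 0.0677 for the last list, in each case the highest over the alternatives. A response to the treatment, which the design names, may underlie the lysine list with cysteine, whose median stayed between 1.07 and 1.16 with each array left out. Both conditions of each treatment comparison lie in the same row of the slide, but their places within the row differ, and this stays open.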

How the results depend on the processing

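Of the alternatives in this part, the length correction and normexp with extreme local background reset were chosen after seeing the data, and the others were planned.

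For the genes named with cysteine, 629 of 651 comparisons with an alternative kept the direction and the side of an adjusted p of 0.05, 17 no longer passed, 3 newly passed and 2 reversed. With 1 array left out, 362 of 376 did so. With cystine 590 of 651 did so and 61 no longer passed, and with 1 array left out 328 of 376. For the gene lists the numbers were 484 of 512, with 6 no longer passing and 22 newly passing, and 251 of 256 with 1 array left out. The counts of genes past the size thresholds not named here stayed within 1.5 times their values.

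Normexp background correction changed many of the counts. It gave 25 genes higher with cysteine (24 of them among the 54), 50 higher or lower, 25 higher with cystine (all 25 among the 43) and 16 lower with cystine (all 16 among the 41). At an adjusted p of 0.05 it gave 661 genes with cysteine, 27 with cystine, 52 for the difference between the responses and 1 between the untreated transporters. It reversed SFC1 with cysteine, to −1.12, and YEL057C with cysteine, to −0.77, both at or near background in untreated cells. It also put the median of all genes at −0.15 with cysteine, −0.16 for the difference between the responses and 0.14 between the untreated transporters, so directions of dim genes are relative to that shift. The first untreated TEF-YCT1 array held 6 spots with extreme local background, up to 16919 against a median of 24, and the second cystine array held 2, up to 144.5. With all of these reset, the genes past an adjusted p numbered 1505 with cysteine, 358 with cystine, 411 for the difference and 15 between the untreated transporters, and the medians of all genes lay between −0.012 and 0.028, so the reset of these spots restored the number of calls. The spots of either array alone were not tested. The size counts were still lower, with 19 genes lower with cysteine, 55 higher or lower, 25 higher with cystine and 19 lower with cystine. By its construction, the offset of 50 shrinks the log ratios of dim genes.

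With the ordinary residual variance per gene, 845 genes passed with cysteine, 57 with cystine, 24 for the difference and 2 between the untreated transporters, and 25 genes were lower with cystine. This test has 4 residual degrees of freedom and borrows no variance from other genes. With an adjusted p in place of the unadjusted one, 20 genes were lower with cystine. At the log2 threshold of −2 with cystine, 1 gene passed with the authors' series values and 1 with spots marked as outliers kept, and in both cases it was HSC82. The cause was not tested.

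With 1 array left out, the genes past an adjusted p ranged from 776 (without the second untreated TEF-YCT1 array) to 1256 with cysteine, and were 917 without the first. With cystine they ranged from 95 (without the second cystine array) to 516 (without the first or the second cysteine array), and were 110, 137 and 188 without the first cystine, the first untreated and the second untreated TEF-CgCYN1 array. For the difference they ranged from 113 (without the second cystine array) to 579 (without the second cysteine array), and between the untreated transporters from 9 to 30 (without the second untreated TEF-CgCYN1 array). The genes higher with cystine ranged from 41 to 70 (without the second untreated TEF-CgCYN1 array), and those past −2 from 0 to 1 (VPH1, without the second cystine array). The difference of YCT1 between the transporters ranged from 6.51 to 7.43. Fewer arrays leave fewer degrees of freedom. The cysteine arrays enter the cystine comparison only through the shared estimate of the variance, so the rise of the cystine count without one of them comes from that estimate. Fitted alone, the 4 arrays of a transporter gave 987 genes with cysteine and 418 with cystine. The cause of the other rises was not tested.

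The direction of the called genes also depended on the scaling. With cystine, 80.3% were higher, against 65.3% with quantile normalization and 96.3% with normexp. For the difference between the responses, 41.4% were higher, against 50.7% with the length correction, and with normexp 6 were higher and 46 lower. With cysteine normexp turned a majority of higher genes, 789 against 622 lower, into a minority of 259 against 402 lower. With the extreme local background reset, 788 were higher and 717 lower. The replicate numbers were also fitted as a block, although they do not pair the arrays. The deviations of replicates correlated between conditions from −0.274 to 0.263. The block gave 1241 genes with cysteine, 254 with cystine, 315 for the difference and 9 between the untreated transporters. The slide could not be fitted as a block, since there is only 1. The 4 arrays of one transporter cannot give the difference between the responses, the comparison of untreated cells, the YCT1 check or the slope.

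Signal over background limits the genes at the lower end. Of the genes counted, 6 of 54 and 3 of 69 with cysteine and 7 of 43 and 9 of 41 with cystine are known only as bounds. A decrease in a gene near background cannot be measured below it.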

Differences from the paper's values

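The comparisons in this part were planned. For none of the values that the paper states and that were also computed here did the difference exceed both the error and a factor of 1.5. For the genes past a log2 fold change of 2 with cysteine, the count here was 87 and the paper's is about 58, at the limit of that factor. With normexp background correction the count was 50, and with normexp and extreme local background reset, chosen after seeing the values, it was 55. Of the alternatives set before the data were examined, 4 gave counts more than 1.5 times the paper's. These were 89 with no filter on dim probes, 91 without the first untreated TEF-YCT1 array, and 104 and 93 without the first and the second cysteine array. For SFC1 with cystine, the change here is a bound of at least 3.19-fold and the paper's value is 4.7-fold. The fitted log2 fold change of SFC1, 2.23, comes to the same ratio as the paper's value when rounded. With normexp background correction the ratio was 1.98, which differs from the paper's by more than the error and the factor of 1.5.

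The counts of Fig. 7 differed by more than this factor under some of the alternatives set before the data were examined. The genes higher with cysteine numbered 54 here and are about 49 in Fig. 7A, read by eye, and normexp background correction gave 25. The genes higher with cystine numbered 43 here and are about 37 in Fig. 7A, read by eye, against 58 and 70 without the first and the second untreated TEF-CgCYN1 array. The genes lower with cysteine numbered 69 here and are about 58 in Fig. 7B, read by eye. They were 94 with normexp background correction, 103 without the first untreated TEF-YCT1 array and 95 without the first cysteine array. The genes lower with cystine numbered 41 here and are about 34 in Fig. 7B, read by eye. They were 16 with normexp background correction, 20 with adjusted p in place of unadjusted p, 57 with quantile normalization, 52 with the 50th percentile shift, 54 with no filter on dim probes and 59 without the first untreated TEF-CgCYN1 array. The genes lower with both numbered 10 here, and 14 without the first cysteine array, and are about 9 in Fig. 7B, read by eye.

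Fig. 6B colors the arginine pathway by induction with cysteine and leaves ARG2 and ARG7 without color. Here these genes rose by 1.54 and 1.69 on the log2 scale, below the threshold of 2 that Materials and Methods give for cysteine. The caption speaks of highly induced genes, so the lack of color does not conflict with these values. The paper describes the correlation between the arrays of the treatments as excellent, without giving a coefficient, so no like value can be set beside it. Across all genes tested, Pearson's r was 0.462 here, and 0.590 over the genes called in either treatment. The number of shared higher genes, 21, was the same as in Fig. 7A.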

Other observations

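All tests of causes in this part, the length correction and the marker gene lists were chosen after the results were seen. The gene list results and the values of single genes that open it were planned.

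The polyamine list (SPE1, SPE2, SPE3 and SPE4) had a median log2 fold change of 0.04 with cysteine, with 2 of 4 genes higher, and −0.28 with cystine, with 0 of 4 higher (adjusted p = 0.832 and 0.0835 from camera). The change with cysteine was 0.27 for SPE1, 0.16 for SPE2, −0.44 for SPE3 and −0.09 for SPE4. Only SPE3 passed an adjusted p of 0.05 (0.0449), and the range over its alternatives was 0.0346 to 0.187. The transsulfuration list had medians of 0.06 and 0.33 and the glutathione synthesis list of −0.60 and −0.33 with cysteine and cystine, and none of these passed under camera (adjusted p = 0.832, 0.382, 0.125 and 0.182). The fry test gave an adjusted p of 0.000703 and 0.000690 for transsulfuration and 0.0450 and 0.192 for glutathione synthesis. With cysteine all 4 genes of transsulfuration were called, 2 higher and 2 lower, so its median is not a measure of their changes. The zinc list had a median of −0.02 with cystine, with 4 of 10 genes higher. AFT1 rose by 0.74 with cysteine (adjusted p = 0.00795) and AFT2 by 0.53 (adjusted p = 0.0557). YGL117W rose by 2.64 with cysteine and 1.95 with cystine, and YEL057C was at least 1.90-fold higher with cysteine. Among the largest decreases, SPL2 changed by −3.20 with cysteine and 0.02 with cystine, and MNN4 by −1.97 and −1.03. YBR298C-A had a fitted change of −1.28 with cystine (adjusted p = 0.0376 from limma), and of −0.10 with normexp background correction. Leaving out single arrays aside, its call with cystine was lost in 6 of 13 alternatives. With cysteine its fitted change was −0.45 (adjusted p = 0.269 from limma). SFC1 was at least 1.34-fold higher with cysteine.

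Short genes were lower with cysteine and higher with cystine. Across the 5500 genes with a length, which are not independent, Spearman's rho of the log2 fold change with length was 0.154 with cysteine and −0.311 with cystine. The 230 genes of up to 350 bp had medians of −0.37 and 0.24. Ribosomal and mitochondrial genes as the cause are argued against, since without these 1059 genes rho was 0.123 and −0.290. Within classes of probe GC content the median rho was 0.163 and −0.311, and within classes of signal level 0.144 and −0.365, which argues against these as causes. An unequal yield of short RNA between samples may explain the trend with cystine, where the replicates of the same condition differed with length by a rho of 0.417. The sign of the trend was the same with either cystine array, as rho was −0.116 and −0.178 for the first cystine array and −0.383 and −0.418 for the second, against each untreated array. With cysteine the largest rho between replicates was 0.0620, and an unequal yield and an effect of the treatment cannot be told apart there, since both would follow the condition.

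Genes of the respiratory chain were lower with cysteine in 20 of 20 cases, with a median log2 fold change of −0.94 (adjusted p = 9.91e-10 from camera), and 16 were called. With cystine the median was −0.16 with 13 of 20 lower (adjusted p = 0.0188 from camera), and after the length correction −0.32 with 19 of 20 lower. Of the 17 members not looked at before, 17 were lower with cysteine (median −0.83). The list was also lower in untreated TEF-YCT1 than in untreated TEF-CgCYN1 cells, by a median of −0.35 in 20 of 20 genes. The length trend as the whole cause is argued against, since after its correction the median of the members not looked at before was −0.66. A lower supply of heme is a candidate explanation, as 9 of the 10 hypoxic genes not looked at before were higher with cysteine, with a median of 0.78 and CYC7 (−1.19) as the exception. Over the whole hypoxic list, 11 of 12 were higher with a median of 0.94, and with cystine the median was 0.27. The 20 respiratory genes and 11 of the 12 hypoxic genes were expressed in cells of both transporters. Heme was not measured, and other regulators of these genes stay open.

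The phosphate list was lower with cysteine in 10 of 14 genes, with a median of −0.59 (adjusted p = 0.00150 from camera), and had a median of −0.18 with cystine. All 14 genes were expressed in cells of both transporters. Whether the regulon as a whole was less active cannot be told apart from changes of single genes. The 10 members not looked at before had a median of −0.27, with 4 higher and 6 lower.

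Genes of the pheromone response were higher with cysteine in 11 of 11 cases (median 1.10, adjusted p = 2.62e-06 from camera), with 9 called, and had a median of 0.22 with cystine. Between 10 and 11 of the 11 were expressed in cells of each transporter. Activity of the pheromone response may be involved, as the 6 members not looked at before were 6 of 6 higher, with a median of 0.73. Against the length trend as the whole cause, these 6 kept a median of 0.68 after its correction. The difference in LYS2, HMRA1 and IME4 between the transporters, whatever its cause, does not enter a comparison within TEF-YCT1 cells.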
